# High-resolution mapping of heterochromatin redistribution in a *Drosophila *position-effect variegation model

**DOI:** 10.1186/1756-8935-2-1

**Published:** 2009-01-29

**Authors:** Maartje J Vogel, Ludo Pagie, Wendy Talhout, Marja Nieuwland, Ron M Kerkhoven, Bas van Steensel

## Abstract

**Background:**

Position-effect variegation (PEV) is the stochastic transcriptional silencing of a gene positioned adjacent to heterochromatin. *white-mottled *X-chromosomal inversions in *Drosophila *are classic PEV models that show variegation of the eye color gene *white *due to its relocation next to pericentric heterochromatin. It has been suggested that in these models the spreading of heterochromatin across the rearrangement breakpoint causes the silencing of *white*. However, the extent of this spreading and the precise pattern of heterochromatin redistribution have remained unclear. To obtain insight into the mechanism of PEV, we constructed high-resolution binding maps of Heterochromatin Protein 1 (HP1) on *white-mottled *chromosomes.

**Results:**

We find that HP1 invades euchromatin across the inversion breakpoints over ~175 kb and ~30 kb, causing *de novo *association of HP1 with 20 genes. However, HP1 binding levels in these regions show substantial local variation, and *white *is the most strongly bound gene. Remarkably, *white *is also the only gene that is detectably repressed by heterochromatin. Furthermore, we find that HP1 binding to the invaded region is particularly sensitive to the dosage of the histone methyltransferase Su(var)3-9, indicating that the *de novo *formed heterochromatin is less stable than naturally occurring constitutive heterochromatin.

**Conclusion:**

Our molecular maps demonstrate that heterochromatin can invade a normally euchromatic region, yet the strength of HP1 binding and effects on gene expression are highly dependent on local context. Our data suggest that the *white *gene has an unusual intrinsic affinity for heterochromatin, which may cause this gene to be more sensitive to PEV than most other genes.

## Background

Position effect variegation (PEV) is the variation in expression of a gene caused by the stochastic inactivation of the gene in some cells of an otherwise homogeneous cell population. This variegation is often caused by the abnormal juxtaposition of the gene and a block of heterochromatin, which can be pericentric heterochromatin [1] or an array of inserted repeats that become heterochromatic [2]. PEV and related phenomena have been described in plants, yeasts and mammals ([3-6] and references therein). In *Drosophila*, PEV has been observed for a variety of genes (for an overview see [7]).

A prototypical PEV example involves the *Drosophila white *gene (*w*) that is normally located on the distal tip of the X chromosome. A chromosomal inversion named *white-mottled-4 *(*In(1)w*^*m4 *^or short *w*^*m4*^) places *white *next to the pericentric heterochromatin. Normally *white *is expressed in every ommatidium of the adult eye resulting in a red eye phenotype, but in *w*^*m4 *^mutants the eye contains patches of red and white tissue because the expression of *white *is variegating [8]. Different variants of *white-mottled *X chromosomes exist and are collectively referred to as *w*^*m*^. These variants have different inversion breakpoints and vary in the extent of mottling.

The chromosomal region that includes the white locus has a heterochromatin-like morphology in salivary glands of *w*^*m4*^larvae [9]. The silencing effect of PEV is generally attributed to a change in chromatin structure at the variegating locus that renders the gene less accessible to transcription factors [10]. In agreement with this, the *white *gene on *w*^*m *^is less accessible to its probe in *in situ *hybridization assays [9], and the chromatin of a reporter gene that is silenced by PEV often acquires distinct features such as a regular nucleosome array and insensitivity to nucleases [11-13].

A set of specialized proteins, collectively termed heterochromatin proteins, mediate the structural changes seen at variegating loci. Heterochromatin Protein 1 (HP1) is widely accepted as a defining marker of heterochromatin in most eukaryotes, and is also one of the most studied components of heterochromatin [14,15]. It is abundantly associated with pericentric heterochromatin [16], but also found at hundreds of genes dispersed along the chromosome arms in fly and human cells [17-21]. Mutations in HP1 strongly suppress the silencing of reporter genes in *w*^*m *^and other PEV models [16,22,23], indicating that HP1 is an essential component of heterochromatin.

HP1 contains two conserved protein domains, the N-terminal chromodomain and the C-terminal chromoshadow-domain. The chromodomain of HP1 recognizes di- and trimethylated lysine 9 of Histone H3 (H3K9me2/3) [24-26]. Su(var)3-9 is a key histone methyltransferase responsible for H3K9 di- and trimethylation [25,27,28]. The chromoshadow domain of HP1 can also bind Su(var)3-9 directly [29,30]. Molecular mapping in *Drosophila *cells has shown that HP1 and Su(var)3-9 colocalize at most of their target loci [18]. The localization of HP1 to heterochromatic regions [30] and genes [18] depends on Su(var)3-9, except on *chr 4 *where HP1 localization depends on *Drosophila *SETDB1 [31,32].

Several models have been proposed to explain the molecular mechanism of PEV (for an overview see [6]). A requirement for such a model is that it must explain how a gene (such as *white *in the case of *w*^*m4*^) is silenced by heterochromatin even though it can be located hundreds of kb away from the heterochromatin-euchromatin junction (see [7] and references therein).

A popular model involves the linear propagation of heterochromatin protein complexes *in cis *along the chromatin fiber ('oozing model'). This would cause a contiguous stretch of originally euchromatic DNA to become invaded by heterochromatin. The endpoint of the new heterochromatin domain may vary between cells, which could account for the variegating silencing. The interactions between H3K9me2/3, HP1 and Su(var)3-9 suggest a model for the mechanism by which heterochromatin could be propagated *in cis *along the chromatin fiber: When HP1 binds to H3K9me2/3, it recruits Su(var)3-9, which can methylate H3K9 on neighboring histones, which in turn will recruit more HP1 [24,25]. This mechanism is supported by observations in *Schizosaccharomyces pombe *suggesting that the Su(var)3-9 homolog Clr4 initially methylates H3K9 independent of the HP1 ortholog Swi6, whereas subsequent maintenance and spreading of H3K9 methylation is Swi6 dependent [33].

Some observations in *Drosophila *challenge the linear propagation model of PEV. Certain genes appear to 'escape' silencing inside a presumed heterochromatic region. For example, close examination of two reporter genes in the *w*^*m *^variant *w*^*mMc *^[34] indicated that the *roughest *gene, which is farthest from the heterochromatin-euchromatin junction, can be inactive in some cells where *white*, which is closer to the junction, is active. These and other analyses of reporter genes in a fly PEV model [35,36] argue against linear propagation of silencing.

A second model proposes that the formation of a heterochromatin domain may occur in a discontinuous ('hopping') fashion, leaving certain genes in a euchromatic state. This discontinuous binding is explained by local differences in the binding affinity, determined by DNA sequence or epigenetic marks. In support of this, morphologically discontinuous heterochromatin has been observed on polytene chromosomes in regions undergoing PEV [37]. This could explain why silencing can 'skip' some genes. Finally, looping of the chromatin fiber may bring certain genes into contact with a block of pericentric heterochromatin, leading to silencing [38-40], while some genes in the intervening region may remain unaffected [6].

In order to understand the mechanism of PEV and to discriminate between the different models, it is essential to know the precise distribution of heterochromatin along the chromosomal region around the chromosomal rearrangement breakpoints. Here, we report the high-resolution mapping of HP1 in *Drosophila *along wild-type and *w*^*m *^chromosomes. The results reveal that HP1 encroaches into nearly 200 kb of normally euchromatic DNA in *w*^*m*^. However, the level of HP1 binding shows substantial local variation along this region, and we find that the majority of genes in this region are not silenced by the invading heterochromatin, possibly because the local binding levels of HP1 are not high enough for effective repression.

## Results

### The binding pattern of HP1 on wild-type, *w*^*m4e*^, and *w*^*m51b *^X chromosomes

We employed the DamID technique [41] to study the redistribution of HP1 on *w*^*m *^chromosomes. DamID was previously used to identify the natural binding sites of *Drosophila *HP1 in Kc cells [17,18] and in whole adult flies [42]. These studies found a strong enrichment of HP1 in pericentric regions and on chromosome 4, in agreement with immunofluorescence microscopy data [18]. DamID maps of HP1 showed a strong overlap with several other heterochromatin proteins but not with euchromatin proteins [17,18,43]. DamID also confirmed earlier microscopy observations [30], indicating that the binding of HP1 to chromosome 4 is less dependent on the presence of Su(var)3-9 than binding of HP1 to all other chromosomes [18]. These earlier studies thus validated the use of DamID to map HP1 binding.

We expressed the Dam-HP1 fusion or unfused Dam from the *hsp70 *core promoter [42], which at 25°C drives only extremely low expression levels, as confirmed by the lack of a detectable band on a Western blot (Figure 1A). This trace amount of Dam-HP1 expression relative to endogenous HP1 is not only a requirement for DamID [41] but it also ensures that the Dam-HP1 fusion protein does not significantly alter heterochromatin by itself. In order to map HP1 binding on different variants of *w*^*m *^inverted X chromosomes we downscaled DamID for use in adult fly heads. We used whole heads because chromosomal conformations correlating with an eye phenotype can be readily observed in the central nervous system [38,39]. We examined two different chromosomal inversions, *w*^*m4e *^and *w*^*m51b*^, which display a different eye phenotype but have a very similar chromosomal structure. *w*^*m4e *^males have almost completely white eyes with only a few red patches, whereas the eyes of *w*^*m51b *^males are red and resemble wild-type eyes (Figure 1B). The euchromatic breakpoints of the *w*^*m4e *^and *w*^*m51b *^inversions are located ~29 and ~25 kb downstream of the transcriptional start of the *white *gene (see Methods and [34]), which is normally located on the distal tip of the chromosome. The heterochromatic breaks are proximal and distal to the rDNA, in heterochromatin block h28 and h30, respectively [44,45] (Figure 1B). As a control we mapped HP1 on the wild-type X chromosome in the *Oregon-R-S *strain.

**Figure 1:**
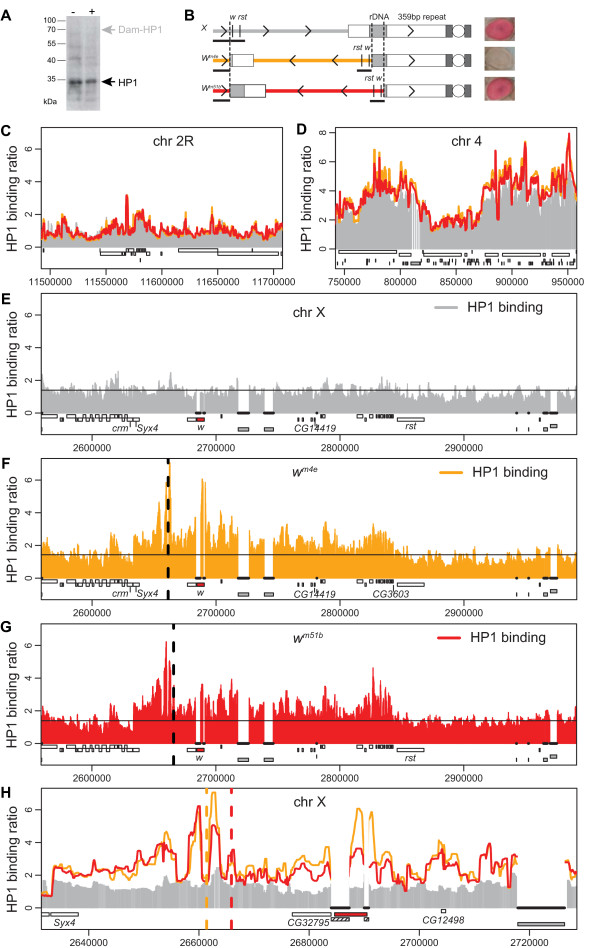
**HP1 binding maps**. A) Dam-HP1 fusion protein is expressed at very low levels. Western blot is shown of fly head protein extracts of *w*^*1118 *^controls (-) or a transgenic line expressing the Dam-HP1 fusion protein from the uninduced *hsp70 *core promoter (+), probed with an anti-HP1 antibody [16]. Position of HP1 and expected position of (non-detectable) Dam-HP1 fusion protein are marked by arrowheads. B) Cartoon showing the wild-type *chr X *and the inverted X chromosomes (*w*^*m4e *^and *w*^*m51b*^) used in this study. Inversion breakpoints are indicated with dashed lines. *w *= *white*, *rst *= *roughest*. Arrow heads (>) indicate the direction on the wild-type *chr X*. Black-underlined regions are represented on our microarray. Pictures on the right of each chromosome show eye color of representative males. C-D) Chromosomal maps of HP1 binding to ~200 kb regions of *chr 2R *(C) and *chr 4 *(D). Grey sticks show wild-type Dam-HP1/Dam binding ratio. Orange and red lines indicate Dam-HP1/Dam binding ratio in *w*^*m4e *^and *w*^*m51b*^, respectively. A running median filter (window size 5) was applied to suppress noise. Genes are plotted as white rectangles. Transposable elements (TEs) are plotted below the genes as grey rectangles. E) Chromosomal map of HP1 binding to the wild-type (*Oregon-R-S*) *chr X *for the ~400 kb region surrounding the *white *gene. Black horizontal line indicates the average Dam-HP1/Dam binding ratio on the first 3.2 Mb of *chr X*. TE and *mini-white *sequences possibly cross-hybridize on the microarray and are therefore masked in the plots (indicated with black, uninterrupted thick lines). *white *is depicted as a red rectangle, *crm = cramped*, *Syx4 = Syntaxin 4*. Other features are the same as in C-D. F-G) Chromosomal map of HP1 binding to *w*^*m4e *^(F), and *w*^*m51b *^(G). Vertical dashed line indicates euchromatic inversion breakpoint. In reality the sequence on the right of the break is attached to the pericentric heterochromatin. H) Close-up of the ~90 kb surrounding the *white *gene (red rectangle). *mini-white *sequences (hatched rectangles), which are present in the DamID expression vector, possibly cross-hybridize to the endogenous *white *sequence and are therefore masked. Colors as in E-G.

To identify the DNA from the chromatin that was bound by HP1 *in vivo*, we designed a high-density 44 K oligonucleotide microarray with 60-mer probes corresponding to unique sequences from the first 3.2 Mb of the X chromosome (chr). 

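In DamID, an adenine methyltransferase, either fused to HP1 (Dam-HP1) or unfused (Dam-only), methylates the DNA that it contacts in living flies, and the methylated DNA is amplified and hybridized. For each of *Oregon-R-S*, *w* m4e and *w* m51b, 4 arrays were hybridized, each with Dam-HP1 and Dam-only DNA in opposite dyes, and every array used a biologically independent sample of 5 heads per protein. The 12 arrays lay on 4 slides, and each slide held 1 array of every genotype. Dam-HP1 was labelled with the same dye on all arrays of a slide, and with each dye on 2 slides. The authors deposited the mean pixel intensity of each probe in both channels, as quantified by Agilent Feature Extraction and without normalization between arrays. The median signal of a channel ranged from 817 to 1716, and between 64.8% and 92.0% of the probes were well above background. The number of arrays limits the precision of the values. The intensities were used without background correction and were normalized over the 12 arrays by variance stabilization, as the paper's Methods describe, with a separate implementation of that model. The log2 ratio of Dam-HP1 over Dam-only of every array was then centred on its mean over the 3490 probes of the euchromatic 2R segment. Of the 39632 probes, 34 that overlap *mini-white* sequences were left out, which start and end between positions 2683957 and 2690910 of the X chromosome (release 5). Mean ratios of a segment were compared between 4 arrays and 4 arrays by an exact two-sided permutation test, for which 0.029 is the smallest p that the 70 arrangements allow. The paper's 3 comparisons over 5 segments form 1 family of 15 tests, in which that smallest p becomes 0.107 after Benjamini-Hochberg adjustment. Single probes, 5 kb windows and genes were tested with limma, which used the spread of all 12 arrays, followed by Benjamini-Hochberg adjustment.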

As positive control regions we included parts of the genome where HP1 levels are expected to be high, i.e., the centromere-proximal 0.75 Mb of *chr 2R*, and the complete mostly heterochromatic *chr 4 *[18,42]. As a negative control region we included a euchromatic 0.5 Mb segment of *chr 2R *(position 11.4–11.9 Mb), where HP1 binding is restricted to a small number of genes [18,42]. We normalized the log_2 _binding ratios to the average of this euchromatic *chr 2R *segment (see Methods). Therefore, positive log_2 _binding ratios (i.e. ratios > 1) can be interpreted as more HP1 binding than found on average in euchromatin.

To visualize the binding of HP1 in adult male heads we made chromosomal maps (Figure 1C–H). In agreement with previous observations [18] we detect high HP1 levels on the centromere-proximal 0.75 Mb part of 2R (data not shown) and along most parts of *chr 4 *(Figure 1D, and data not shown). 

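Over the 2459 probes of the pericentric segment of 2R, the log2 binding ratio was 1.76 ± 0.31 (SD, n = 4 arrays) in *Oregon-R-S*, 1.97 ± 0.28 (SD, n = 4) in *w* m4e and 1.88 ± 0.28 (SD, n = 4) in *w* m51b. Over the 7497 probes of *chr 4*, it was 1.43 ± 0.42 (SD, n = 4), 1.75 ± 0.16 (SD, n = 4) and 1.74 ± 0.21 (SD, n = 4), respectively. The wider spread of *chr 4* in *Oregon-R-S* came from 1 array at 0.81, while the other 3 arrays lay between 1.59 and 1.70.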

Next, we focused on the HP1 binding pattern in a 400 kb region surrounding the *white *gene (Figure 1E–H). 

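The 1261 probes between positions 2633120 and 2842983 of the X chromosome (release 5), from *Syx4* (CG2715) to *CG3603*, had a log2 binding ratio of 1.24 ± 0.11 (SD, n = 4 arrays) in *w* m4e and 1.20 ± 0.07 (SD, n = 4) in *w* m51b. Relative to *Oregon-R-S* this was a difference of 0.76 in *w* m4e (exact two-sided permutation test, p = 0.029, adjusted p = 0.107) and of 0.71 in *w* m51b (p = 0.029 in the same exact test, adjusted p = 0.107). Within slides, the difference ranged from 0.59 to 0.97 in *w* m4e and from 0.63 to 0.74 in *w* m51b, and it was positive on 4 of 4 slides in both. A permutation within slides could reach no p below 0.125, and gave that exact p for both genotypes. Agilent's processed signals moved these values most, to 1.39 in *w* m4e and 1.34 in *w* m51b. The plain log2 ratio of the mean signals gave 0.58 and 0.52, each with an exact p of 0.057.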

Compared with *Oregon-R-S *(Figure 1E), HP1 levels on *w*^*m4e *^(Figure 1F) and *w*^*m51b *^(Figure 1G) are clearly elevated in the regions next to the inversion breakpoint. Effects of the inversion are seen on both sides of the euchromatic inversion breakpoint (vertical dotted lines in Figure 1F–H). 

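The extent was measured in 632 windows of 5 kb along the X chromosome, from the breakpoint interval outwards until a pair of consecutive windows was not raised at an adjusted p under 0.05 in limma. In *w* m4e, with the break between 2661012 and 2662278, raised windows reached 52.7 kb towards *CG3603* and 26.0 kb towards *Syx4*. The 16 windows in between were all raised. In *w* m51b, with the break between 2665094 and 2666052, they reached 193.9 kb and 30.1 kb, and 39 of the 43 windows in between were raised. On the X chromosome outside these extents, 65 windows were raised in *w* m4e and 48 in *w* m51b, and over all windows 3 and 5 were lowered. The extent of *w* m4e ended at 2715000, so its 65 windows can include some between there and *CG3603*. The fit took the arrays as unpaired, although each slide held 1 array per genotype. With slide as a block or dye orientation as a covariate, both chosen after seeing the data, the extents towards *Syx4* and that of *w* m4e towards *CG3603* were the same, while that of *w* m51b towards *CG3603* was 48.9 kb and 233.9 kb. Towards *CG3603*, the extent also depended on single arrays and on the window size. It was 192.7 kb in *w* m4e without *Oregon-R-S* array 4 or without *w* m4e array 3, and 48.9 kb in *w* m51b without any 1 of 6 of the 8 arrays. With windows of 10 kb it came to 197.7 kb in *w* m4e and 273.9 kb in *w* m51b. Without variance stabilization no window next to the break was raised, and both extents were 0 kb.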

HP1 levels are elevated over a ~175 kb region stretching from the break towards *CG3603*, the gene upstream of *roughest (rst)*, and over a ~30 kb region downstream from the break including *Syx4*, but clearly not *crm *(Figure 1H). We will refer to this ~200 kb region of the *chr X *surrounding the euchromatic inversion breakpoint as X_Syx4-CG3603_.

On the wild-type *chr X *the region corresponding to X_Syx4-CG3603 _shows no prominent HP1 binding (comparable to the average of the entire X chr), indicating that this region does not possess an intrinsic bias for HP1. In contrast, on *w*^*m4e *^and *w*^*m51b *^almost all microarray probes in this region report elevated levels of HP1. Thus, the inversion induces HP1 association with the entire X_Syx4-CG3603 _region, although gaps smaller than the estimated resolution of DamID (about 1–2 kb [41]) cannot be ruled out. Despite this apparent contiguous HP1 binding, reproducible local variations in the HP1 DamID signal were observed, with the highest levels of HP1 close to the inversion breakpoint and on the *white *gene. 

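On the *Oregon-R-S* arrays, the mean log2 binding ratio in X_Syx4-CG3603_ was 0.48 ± 0.10 (SD, n = 4), and that of the 24200 other probes of the X chromosome was 0.51 ± 0.05 (SD, n = 4). Within arrays, X_Syx4-CG3603_ differed from the rest of the X chromosome by -0.03 ± 0.07 (SD, n = 4), which is within the spread between the arrays.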

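Of the 1261 probes in X_Syx4-CG3603_, 1149 (91.1%) had a higher mean ratio in *w* m4e than in *Oregon-R-S*, and 1110 (88.0%) in *w* m51b. Tested singly with limma, 348 of these probes were raised in *w* m4e and 398 in *w* m51b at an adjusted p under 0.05 over all 39598 probes, and no probe of the region was lowered. The test's sensitivity for single probes was limited, since it recovered 67 of 200 probes that were shifted by 1 log2 unit in simulated arrays of this experiment.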

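Averaged in 5 kb windows, the highest ratio in *w* m4e was 2.05, in the window from 2685001 to 2690000 that holds *white*, and the highest ratio in *w* m51b was 1.67, in the window from 2650001 to 2655000 on the *Syx4* side of the break. In the first 50 kb from the break towards *CG3603*, the mean difference from *Oregon-R-S* was 1.12 in *w* m4e and 0.89 in *w* m51b. Beyond these 50 kb it was 0.63 in both.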

Overall, the HP1 binding ratios in X_Syx4-CG3603 _are somewhat lower than those in the pericentric heterochromatic regions of *chr 4 *and *chr 2R *(*cf*. Figure 1D and data not shown). 

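Within arrays, the mean log2 ratio in X_Syx4-CG3603_ was below that of pericentric 2R by 0.73 ± 0.33 (SD, n = 4) in *w* m4e and by 0.68 ± 0.24 (SD, n = 4) in *w* m51b. It was below that of *chr 4* by 0.50 ± 0.23 (SD, n = 4) and 0.54 ± 0.16 (SD, n = 4), respectively. These signs were the same on 4 of 4 arrays of both genotypes.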

Taken together, these data suggest that *w*^*m *^chromosomal inversions induce invasion of HP1 from heterochromatin into the neighboring euchromatic regions. HP1 binds to these regions in a contiguous fashion, but the binding levels show substantial local variation.

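Across the 41 windows of 5 kb in the region, the difference from *Oregon-R-S* had a median of 0.69 in *w* m4e and 0.70 in *w* m51b, and an SD between windows of 0.35 and 0.29. It ranged from -0.02 to 1.87 in *w* m4e and from -0.16 to 1.38 in *w* m51b. The lowest value of both lay in the window from 2630001 to 2635000 at the *Syx4* border, and the highest on *white*. Between arrays of the same genotype, the ratios of the single probes in the region correlated with a Pearson r of 0.118 to 0.842 in *w* m4e and of 0.355 to 0.733 in *w* m51b, across probes that are not independent replicates. From the raised ratios on both sides of the break, the paper proposes that the inversions let HP1 spread from heterochromatin into the flanking euchromatin, and it states that this binding is contiguous but varies locally.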

These HP1 data are consistent with a previous ChIP analysis of a *w*^*m *^chromosomal inversion, which detected H3K9me2 in the region from *white *to *rst*, with the highest levels on *white *[46]. Direct comparison reveals that, at the six loci in this region for which H3K9me2 levels are known, an excellent correlation (*R*^2 ^= 0.96) exists between our HP1 DamID signals and the H3K9me2 ChIP data (Figure 2). From this we conclude that our HP1 maps are of high quality.

**Figure 2:**
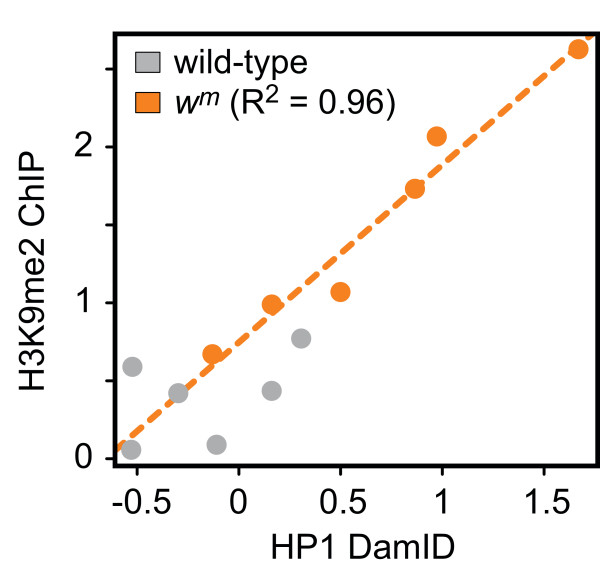
**Similarity of HP1 and H3K9me2 profiles**. Scatter plot comparing the HP1 DamID data with previously published [46] H3K9me2 ChIP data for six loci in the region probed in Figure 1, E-G. HP1 values represent the average of tiling array probes located within 500 bp of the sequences probed in [46]. Grey dots = wild-type; orange dots = *w*^*m4e*^. Orange dotted line represents a linear regression fit to the data.

### Redistribution of HP1 is mostly restricted to X_Syx4-CG3603_

The HP1 pattern on the X chromosome outside X_Syx4-CG3603 _looks highly similar in all genotypes examined (Figure 1D–F, data not shown), suggesting that the *w*^*m *^chromosomal inversions affect HP1 binding patterns only locally. To examine this in more detail we calculated the average change in HP1 binding ratios for each of the probed chromosomal segments (Figure 3A). 

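Across the 24200 probes of the X chromosome outside X_Syx4-CG3603_, the mean ratios of *Oregon-R-S* and *w* m4e correlated with a Pearson r of 0.807, those of *Oregon-R-S* and *w* m51b with 0.755, and those of *w* m4e and *w* m51b with 0.903. Probes are not independent replicates. In limma, 58 of these probes were raised and 14 lowered in *w* m4e, and 90 were raised and 15 lowered in *w* m51b.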

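Expressed as a fold of the ratio in *Oregon-R-S*, the mean ratio in X_Syx4-CG3603_ was 1.69-fold in *w* m4e and 1.64-fold in *w* m51b. On the remainder of the X chromosome it was 1.05-fold and 1.04-fold (log2 difference 0.07 and 0.05, exact two-sided permutation test, p = 0.086 and adjusted p = 0.214 for each). The ratio was higher than in *Oregon-R-S* on 4 of 4 slides in both lines. On pericentric 2R the ratio was 1.16-fold in *w* m4e (exact p = 0.371, adjusted p = 0.557) and 1.08-fold in *w* m51b (exact p = 0.629, adjusted p = 0.725), where the log2 ratios varied more between arrays than they differed between genotypes.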

HP1 binding levels in X_Syx4-CG3603 _are 1.6–1.7-fold higher on *w*^*m4e *^and *w*^*m51b *^compared with the wild-type X chr, whereas the remainder of the *chr X *and pericentric heterochromatin on *chr 2R *were unaltered (< 1.07-fold change). We also noticed a smaller increase (~1.2-fold) in HP1 binding ratios on *chr 4*, which might be a secondary effect of the X chromosomal inversion, or due to other differences in the genetic background. 

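On *chr 4* the log2 difference from *Oregon-R-S* was 0.31 in *w* m4e (1.24-fold, exact two-sided permutation test, p = 0.229, adjusted p = 0.429) and 0.30 in *w* m51b (1.23-fold, exact p = 0.286, adjusted p = 0.476). Within slides it ranged from -0.01 to 1.03 in *w* m4e and from -0.10 to 0.93 in *w* m51b, and it was positive on 3 of 4 slides in both. Without *Oregon-R-S* array 1, which had the low *chr 4* ratio, the difference was 0.11 in *w* m4e and 0.10 in *w* m51b.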

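Taken within each array, the difference between X_Syx4-CG3603_ and the rest of the X chromosome was larger than in *Oregon-R-S* by 0.68 in *w* m4e (1.61-fold, exact two-sided permutation test, p = 0.029) and by 0.66 in *w* m51b (1.58-fold, exact p = 0.029). Over the 3 comparisons of this measure the adjusted p was also 0.029. Of the 440 probes that limma called changed in *w* m4e, 69 were raised and 23 lowered outside the region, and of the 557 called in *w* m51b, 138 were raised and 21 lowered outside it. The number raised outside depended on single arrays, from 7 without *w* m4e array 1 to 157 without *Oregon-R-S* array 2 in *w* m4e, and from 35 without *w* m51b array 1 to 215 without *Oregon-R-S* array 2 in *w* m51b. With slide as a block it was 220 in *w* m4e and 153 in *w* m51b, and with the plain log2 ratio 2 and 1.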

In any case, the most pronounced effects of the *w*^*m *^inversions are found locally in X_Syx4-CG3603_.

**Figure 3:**
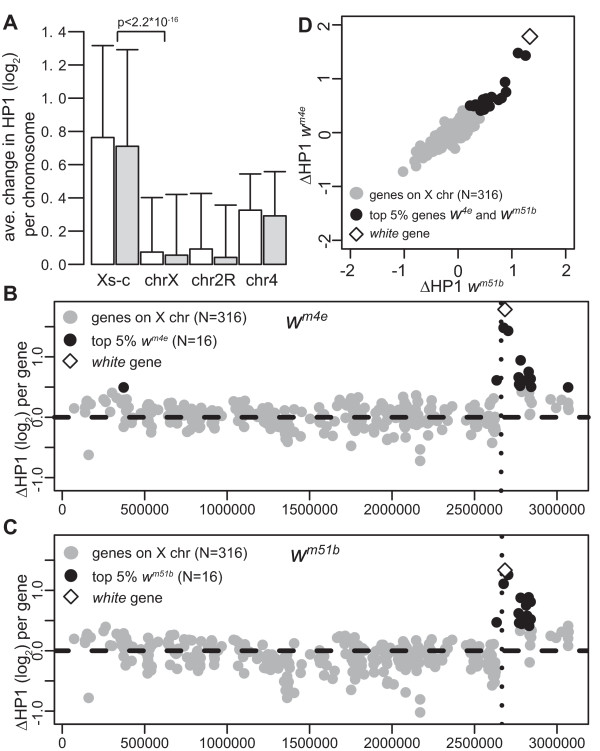
**Effects of *w*^*m *^inversions are found locally on X**. A) Barplot showing the difference in HP1 binding for each probe on the array averaged per chr. Open bars show difference in binding between *w*^*m4e *^and wild-type, grey bars between *w*^*m51b *^and wild-type. Error bars indicate standard deviation of differences. Xs-c = X_Syx4-CG3603_; chrX = first 3.2 Mb of *chr X *excluding X_Syx4-CG3603_; chr2R = regions of *chr 2R *that are covered on the microarray; chr4 = *chr 4*. *P *value from Wilcoxon rank sum test. B-C) Chromosomal maps of first 3.4 Mb of X chr, with ΔHP1 (average change in log_2 _HP1 binding ratio) per gene. ΔHP1 between *w*^*m4e *^and *Oregon-R-S *(B), ΔHP1 between *w*^*m51b *^and *Oregons-R-S *(C). Black dots show top 5% of genes (*n *= 16) for which ΔHP1 is largest. Inversion breakpoints are indicated with black dotted lines. D) Bivariate scatterplot of data presented in B and C.

In some rearrangements that give rise to PEV, genes up to ~2 Mb from the breakpoint have been shown to variegate [47]. To systematically identify the genes on *chr X *where HP1 binding was affected most, we calculated the average change in HP1 binding log-ratio (ΔHP1) for each gene on *w*^*m4e *^and *w*^*m51b *^chromosomes relative to the wild-type *chr X *(Figure 3B–C). 

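For 307 genes of the X chromosome with at least 1 probe, the mean log2 ratio was taken over the probes between the gene's coordinates in Table 1, or within 1 kb of its expression oligonucleotide for genes that the table does not list. At an adjusted p under 0.05 in limma, 22 of them changed in *w* m4e and 20 in *w* m51b, and no gene was lowered. Between *Syx4* and *CG3603*, 16 genes were raised in *w* m4e and 13 in *w* m51b. The plain log2 ratio of the mean signals moved these counts most, to 8 and 7.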

We then selected the top 5% of genes (*n *= 16) for which ΔHP1 is largest in *w*^*m4e *^(Figure 3B) or *w*^*m51b *^(Figure 3C). Twelve out of 16 affected genes overlap between *w*^*m4e *^and *w*^*m51b *^(Figure 3D), and these genes are all located in the X_Syx4-CG3603 _region. This result reinforces the notion that effects of the chromosomal inversion on HP1 patterns are mainly found locally.

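Of the 16 genes with the largest difference, 15 lay in X_Syx4-CG3603_ in *w* m4e and 13 in *w* m51b, and 12 genes were shared. Under the alternative settings and with single arrays left out, the shared genes numbered between 10 and 15. Outside the region, the largest called differences in *w* m4e were those of *CG3939* (CG3939, 3069152 to 3070257, difference 0.50, adjusted p = 0.00908 in limma), *l(1)sc* (CG3839) with 0.49 and *svr* (CG4122) with 0.43. In *w* m51b they were those of *ng2* (CG14266, adjusted p = 0.00685 in limma) with 0.50, *Pig1* (CG10790) with 0.47 and *CG3939* with 0.41.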

### Increased HP1 binding in X_Syx4-CG3603 _primarily affects white expression

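The *white* gene (CG2759) lies on the X chromosome between 2684632 and 2690499 (release 5), on the minus strand, and 17 of its probes do not overlap *mini-white* and were analysed. Its mean log2 ratio was 2.05 ± 0.13 (SD, n = 4) in *w* m4e, 1.56 ± 0.12 (SD, n = 4) in *w* m51b and 0.18 ± 0.36 (SD, n = 4) in *Oregon-R-S*. The difference was 1.87 in *w* m4e (standard error 0.15, adjusted p = 1.27e-06 in limma) and 1.38 in *w* m51b (standard error 0.15, adjusted p = 3.31e-05 in limma), and it was the highest of the 307 genes in both. Without *Oregon-R-S* array 1, *white* came second in *w* m51b. In *w* m4e, *CG32795* followed with 1.49 and then *CG12498* with 1.44. In *w* m51b, *CG12498* followed with 1.27 and then *CG32795* with 1.12. With the *mini-white* probes kept in, the difference on *white* was 0.60 and 0.33, with adjusted p of 0.33 and 0.54 in limma.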

The *white *gene is the gene that shows the strongest increase in HP1 levels, both on the *w*^*m4e *^and on the *w*^*m51b *^chr. Nevertheless, the eye color phenotype of these two lines is remarkably different: *w*^*m4e *^males have almost white eyes, whereas the eye color of *w*^*m51b *^males is virtually wild type (Figure 1B). From the eye color phenotypes we would predict that the *white *gene is down regulated in the *w*^*m4e *^line and normally expressed in the *w*^*m51b *^line. To investigate the transcriptional status of *white *and other genes, we generated microarray expression profiles of male heads from *w*^*m4e *^and *w*^*m51b *^and control *Oregon-R-S *flies. 

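Expression was measured on 28 dual-colour oligonucleotide arrays, 1 per slide, in 7 sets of 4, of which *w* m4e against *Oregon-R-S*, *w* m51b against *Oregon-R-S* and the *Oregon-R-S* self-self set belong here. Each set compared 2 pairs of biologically independent RNA samples from 40 male heads each, and each comparison was hybridized on a pair of arrays with the dyes exchanged. The authors deposited the spot intensity and its local background in both channels, as quantified by ImaGene and without normalization. Over all 28 arrays, the median signal of an array was between 68.8 and 205 and the median background between 42 and 145, and between 25.8% and 60.2% of the spots exceeded their background 2-fold. Signals were corrected for background by normexp with an offset of 50, and log2 ratios were fitted by loess within each of 48 subarrays on the 30316 spots of genes. The spots of the 15158 oligonucleotides, 2 each, were averaged. M is the mean log2 ratio of a set and A the mean log2 intensity. The arrays of a dye swap were averaged, so that limma tested each set on n = 2 biological replicates, with a spread shared by the sets of an experiment. Which arrays form a dye swap is not stated in the paper's text, so both possible pairings were fitted and the larger standard error and p stand. The number of arrays limits the precision. In simulated sets with 200 changed oligonucleotides, 192 of the 200 shifts of 1.5 log2 units were recovered for *w* m4e, with 0 false calls. Smaller shifts were not simulated, and the simulated noise was independent between arrays. The simulation therefore does not show the sensitivity for small changes or the false calls on real arrays.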

The MA-plot is a graphical way to visualize expression levels (fluorescence intensity) and change in expression levels (log-ratios) at the same time, that can be used to identify differentially expressed genes. The MA-plot of a set of *Oregon-R-S *self-self hybridizations (Figure 4A) was used to estimate the biological and technical noise. 

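The M values of the *Oregon-R-S* self-self set had an SD of 0.15 over the oligonucleotides with A above 7, of which 9 exceeded a 2-fold ratio. In limma, 0 of the 15158 oligonucleotides had an adjusted p under 0.05 in this set, and 1686 had an unadjusted p under 0.05.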

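Over the oligonucleotides with A above 7, M had an SD of 0.34 in *w* m4e and 0.32 in *w* m51b. In *w* m4e, 1250 oligonucleotides changed at an adjusted p under 0.05 in limma, 631 raised and 619 lowered. In *w* m51b, 894 changed, 434 raised and 460 lowered. Subtracting the self-self set left 813 and 401. Without 1 pair of arrays, the counts depended strongly on which pair was left out. As it is not known which pairs are dye swaps, those counts are not given. The largest rises in *w* m4e were those of *Lsp1beta* (CG4178, M = 3.36), *CenG1A* (CG31811, M = 2.76) and *Arc1* (CG12505, M = 2.63). The largest falls were those of *CG13335* (M = -4.34), *PGRP-SC1b* (CG8577, M = -3.65) and *Prx6c* (CG11765, M = -3.38). In *w* m51b, *Marc* (CG1665, M = 3.52), *wde* (CG12340, M = 2.59) and *Rnf11* (CG32850, M = 2.50) rose most, and *CG14933* (M = -3.87), *PGRP-SC1b* (M = -3.31) and *CG3397* (M = -2.76) fell most. Adjusted p in limma lay between 2.52e-06 and 0.00837 for these genes.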

MA-plots of *w*^*m4e *^against *Oregon-R-S *and *w*^*m51b *^against *Oregon-R-S *are shown in Figure 4B and 4C, respectively. First, we focused on the 20 genes in X_Syx4-CG3603 _(Table 1). More than half of these genes had an expression level that was too low to allow detection of differential expression on our microarray platform (Table 1, genes with A < 7, stringent and arbitrary cutoff). These genes are in the left part of the A-axis in Figure 4B and 4C. 

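All 20 genes of Table 1 between *Syx4* and *CG3603* are represented by at least 1 oligonucleotide. In *w* m4e and in *w* m51b, 12 of them had A below 7.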

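In the *w* m4e set, A was above 7 for *Syx4* (A = 7.50), *CG32795* (A = 7.95), *white* (A = 7.75), *CG14419* (A = 8.03), *CG3588* (A = 8.81), *CG3592* (A = 7.37), *CG14421* (A = 9.28) and *CG3603* (A = 7.63). In the *w* m51b set the same 8 genes had A between 7.05 and 8.63.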

Eight out of 20 genes were expressed at sufficient levels (*A *> 7) to detect their possible differential expression. 

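In *w* m4e, *white* (CG2759) had M = -2.18 (standard error 0.15, n = 2 biological replicates, adjusted p = 0.00111 in limma), and its 4 arrays lay between -2.24 and -2.11. In *w* m51b, M was -0.18 (standard error 0.15, adjusted p = 0.605 in limma), and its 4 arrays lay between -0.59 and 0.25. The difference between *w* m4e and *w* m51b, tested directly, was -2.00 (standard error 0.21, adjusted p = 0.00973 in limma). In the *Oregon-R-S* self-self set, M of *white* was -0.03. Fitting the expression ratios with normexp at an offset of 16 moved the value in *w* m4e most, to -2.68.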

As expected, *white *was down-regulated in *w*^*m4e *^(log_2 _ratio = -2.11, *P *< 10^-45^, Figure 4B and Table 1) but not in *w*^*m51b *^(log_2 _ratio = -0.21, *P *= 0.18, Figure 4C). Other than *white *only one out of the eight genes (*CG14419*) showed a modest down-regulation (log_2 _ratio = -1.10) in *w*^*m4e *^compared with *Oregon-R-S*, while none of the other genes displayed a detectable reduction in their expression. 

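*CG14419* (CG14419, X chromosome, 2779214 to 2779944 in release 5) had M = -1.16 in *w* m4e (standard error 0.14, adjusted p = 0.00823 in limma), with its 4 arrays between -1.40 and -0.96. Of the 20 genes between *Syx4* and *CG3603*, 3 passed the threshold over all oligonucleotides: *white* and *CG14419*, which were lowered, and *Syx4*, which was raised (M = 0.27, adjusted p = 0.0239 in limma). When adjusted over the list alone, 4 of the 20 genes passed, with the addition of *CG14421* (M = -0.24, adjusted p over all oligonucleotides 0.0805 in limma). The median M of the 19 genes other than *white* was 0.00093. Of these, 12 had A below 7, which the paper regards as too low to detect a change, so the median says little about them.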

In *w*^*m51b *^none of the eight genes was more than about 30% up- or down-regulated compared with *Oregon-R-S *(Table 1).

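Among the genes with A above 7 other than *white*, M in *w* m51b ranged from -0.39 for *CG14421* (0.765-fold, adjusted p = 0.0237 in limma) to 0.42 for *CG3592* (1.34-fold, adjusted p = 0.00591 in limma). *CG3603* had M = -0.34 (adjusted p = 0.0247 in limma) and *CG14419* M = 0.14 (adjusted p = 0.713 in limma). *CG14421*, *CG3603* and *CG3592* were the 3 genes of the 20 that passed the threshold over all oligonucleotides, and also the 3 that passed when adjusted over the list alone.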

**Table 1:** Microarray expression profiling.

					*w*^*m4e*^/***Oregon-R-S***			*w*^*m51b*^/***Oregon-R-S***		
**CG**	**FBgn**	**Gene symbol**	**Start (on *chr X*)**	**End (on *chr X*)**	**M (log_2 _ratio)**	**A**	**P**	**M (log_2 _ratio)**	**A**	***P*-value**

CG13373	FBgn0029522		371554	372216	**-0.20**	**6.76**	**4.79E-01**	0.02	6.69	9.30E-01
CG2715	FBgn0024980	Syx4	2633120	2638099	**0.25**	**7.56**	**2.04E-04**	**0.12**	**7.26**	**9.16E-03**
CG32795	FBgn0040384		2676939	2683975	**-0.04**	**7.98**	**5.46E-01**	**-0.05**	**7.64**	**4.91E-01**
CG2759	FBgn0003996	w	2684632	2690499	**-2.11**	**7.81**	**< 10E-45**	**-0.21**	**8.28**	**1.83E-01**
CG12498	FBgn0040356		2704000	2704785	**0.03**	**6.14**	**5.43E-01**	**0.01**	**6.16**	**7.97E-01**
CG14416	FBgn0040352		2766023	2766854	**0.00**	**6.02**	**9.59E-01**	**-0.08**	**6.04**	**2.69E-01**
CG14417	FBgn0040353		2769564	2770556	**0.05**	**6.07**	**6.13E-01**	**0.05**	**6.13**	**6.24E-01**
CG14418	FBgn0040354		2776599	2777666	**0.01**	**6.24**	**9.31E-01**	0.01	6.20	9.03E-01
CG14419	FBgn0029639		2779214	2779944	**-1.10**	**8.08**	**5.92E-25**	**0.22**	**8.06**	**1.51E-01**
CG3526	FBgn0040355		2785995	2787916	-0.02	6.74	8.28E-01	**-0.06**	**6.59**	**5.71E-01**
CG3588	FBgn0025643		2813803	2818416	**0.04**	**8.86**	**6.84E-01**	**0.16**	**8.30**	**6.99E-02**
CG14424	FBgn0025644		2820082	2821202	0.04	6.06	6.40E-01	**0.01**	**6.12**	**9.17E-01**
CG32793	FBgn0052793		2823829	2826575	**-0.13**	**6.35**	**7.77E-02**	**-0.02**	**6.22**	**7.40E-01**
CG3592	FBgn0029642		2829203	2829952	**0.05**	**7.44**	**3.64E-01**	**0.40**	**7.25**	**9.45E-20**
CG3598	FBgn0025645		2831161	2831979	0.01	6.16	9.35E-01	**0.12**	**6.11**	**1.54E-01**
CG14420	FBgn0029643		2832889	2834574	0.09	6.15	4.12E-01	-0.01	6.15	9.33E-01
CG14421	FBgn0029644		2835515	2836303	-0.24	9.31	4.56E-05	-0.37	8.67	6.98E-13
CG14422	FBgn0029645		2837509	2838529	0.09	6.16	2.98E-01	-0.01	6.17	9.32E-01
CG14423	FBgn0029646		2839436	2840629	**0.01**	**6.14**	**9.32E-01**	**0.00**	**6.13**	**9.59E-01**
CG17959	FBgn0029647		2841138	2841584	**0.00**	**6.84**	**9.72E-01**	**-0.09**	**6.69**	**4.91E-01**
CG3603	FBgn0029648		2842069	2842983	**-0.07**	**7.68**	**5.62E-01**	-0.30	7.09	7.66E-03
CG3939	FBgn0040396		3069152	3070257	**0.23**	**8.85**	**6.61E-03**	0.10	8.46	1.38E-01

**In bold**, top 5% genes with highest ΔHP1; CG = gene ID; FB = FlyBase gene ID; M = change in expression level (log_2_); A = expression level.

**Figure 4:**
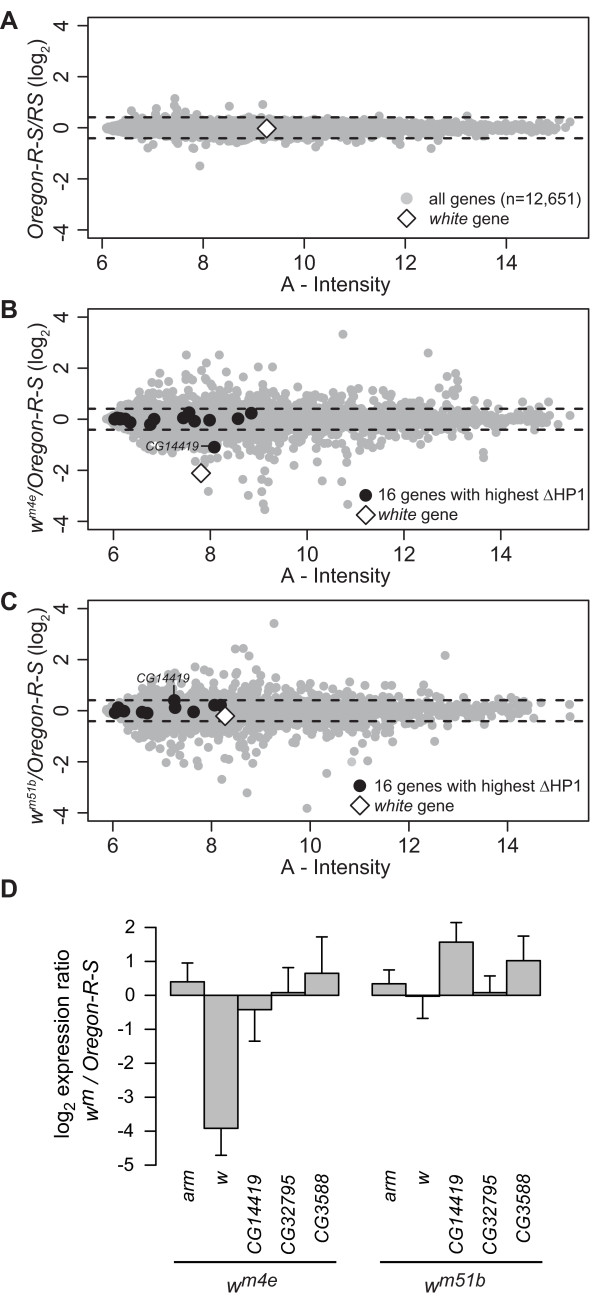
**Expression profiling shows that *white *is selectively down-regulated in *w*^*m4e*^**. A-C) MA plots of expression profiles of log_2 _*Oregon-R-S *Self-self (A), log_2 _(*w*^*m4e*^/*Oregon-R-S*) (B), and log_2 _(*w*^*m51b*^/*Oregon-R-S*) (C), respectively. In these plots, for each gene, change in expression (log_2_) is plotted against the expression level. A = average fluorescence intensity (log_2 _√(Cy5xCy3)). Dashed lines indicate four times the standard deviation. D) qRT-PCR measurements of changes in gene expression in *w*^*m *^mutants versus wild-type (*Oregon-R-S*). Bars show average log_2 _ratios of five replicate experiments. Error bars represent standard deviations. Expression levels were normalized to the housekeeping gene *Ide*, which is located on chr 3L; *arm *is located outside of X_Syx4-CG3603 _and serves as an additional control.

To verify our microarray expression data we used quantitative RT-PCR (qRT-PCR) to determine the relative expression of several genes (Figure 4D). This confirmed that *white *is down-regulated in *w*^*m4e *^(*P *= 2*10^-4^, Student's t-test) but not in *w*^*m51b *^(*P *= 0.48). None of three other tested genes in X_Syx4-CG3603_, including *CG14419*, showed significant down-regulation in either *w*^*m4e *^or *w*^*m51b*^. Taken together, these results identify *white *as the gene with the most prominent response to heterochromatin, while other genes in the X_Syx4-CG3603 _region are not (or only marginally) affected, despite the fact that they show elevated HP1 levels.

### Chromatin accessibility changes in X_Syx4-CG3603_

Heterochromatin formation is generally thought to lead to increased compaction of chromatin. Previously it was shown that upon heterochromatinization various genes in yeast and flies become less accessible to methylation by (unfused) Dam [48-51]. To study the effects of the *w*^*m *^rearrangements on chromatin accessibility, we analyzed the methylation levels as reported by the Dam-only channel of our DamID microarray data. Indeed, a majority of probes in the X_Syx4-CG3603 _region show a reduction in methylation by Dam-only in *w*^*m4e *^and *w*^*m51b *^flies compared with wild-type flies (Figure 5A and data not shown). This change is not found outside of the X_Syx4-CG3603 _region, which is consistent with the unaltered binding of HP1. In contrast to Dam-only, the Dam-HP1 methylation channel shows a specific enrichment in the X_Syx4-CG3603 _region (Figure 5B), due to targeting of the fusion protein to heterochromatin. These data show that the invasion of HP1 due to *w*^*m *^rearrangements is accompanied by a general decrease in chromatin accessibility.

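The variance-stabilized log2 signal of the Dam-only channel in X_Syx4-CG3603_, relative to the rest of the X chromosome on the same array, was -0.53 ± 0.19 (SD, n = 4 arrays) in *Oregon-R-S*, -0.89 ± 0.08 (SD, n = 4) in *w* m4e and -0.98 ± 0.16 (SD, n = 4) in *w* m51b. It was lower than in *Oregon-R-S* by 0.35 in *w* m4e and by 0.45 in *w* m51b (exact two-sided permutation test, p = 0.029 for each, adjusted p = 0.057 over the 6 tests of both channels). Of the 1261 probes in the region, 74.5% had a lower mean signal in *w* m4e and 82.7% in *w* m51b. With plain log2 signals the differences were -0.25 and -0.31, each with an exact p of 0.057. These were the smallest over the alternative settings, and the largest were -0.55 in *w* m4e and -0.71 in *w* m51b.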

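Of the probes of the X chromosome outside X_Syx4-CG3603_, 49.8% had a lower Dam-only signal in *w* m4e than in *Oregon-R-S* and 53.0% in *w* m51b. These are most of the probes that the normalization aligned between arrays, so a balanced share alone does not show unchanged methylation. Relative to euchromatic 2R, the mean Dam-only signal of these probes differed from *Oregon-R-S* by -0.04 in *w* m4e (exact two-sided permutation test, p = 0.429) and by -0.03 in *w* m51b (exact p = 0.486). Over the 4 tests of both channels outside the region, the adjusted p was 0.486.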

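In the Dam-HP1 channel, the signal in X_Syx4-CG3603_ relative to the rest of the X chromosome was -0.56 ± 0.16 (SD, n = 4) in *Oregon-R-S*, -0.23 ± 0.21 (SD, n = 4) in *w* m4e and -0.35 ± 0.11 (SD, n = 4) in *w* m51b. The difference from *Oregon-R-S* was 0.33 in *w* m4e (1.26-fold, exact two-sided permutation test, p = 0.086, adjusted p = 0.103) and 0.21 in *w* m51b (1.15-fold, exact p = 0.114, adjusted p = 0.114), and it was positive on 4 of 4 slides for both. With Agilent's processed signals the difference was 0.69 in *w* m4e (exact p = 0.086) and 0.51 in *w* m51b (exact p = 0.029).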

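Within slides, the Dam-only signal in X_Syx4-CG3603_ differed between *w* m4e and *Oregon-R-S* by -0.48 to -0.18 and between *w* m51b and *Oregon-R-S* by -0.51 to -0.39. It was lower in the inversion line on 4 of 4 slides in both comparisons. From the lower Dam-only methylation in X_Syx4-CG3603_, the paper concludes that the spread of HP1 goes along with a general loss of chromatin accessibility.

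**Figure D1:**
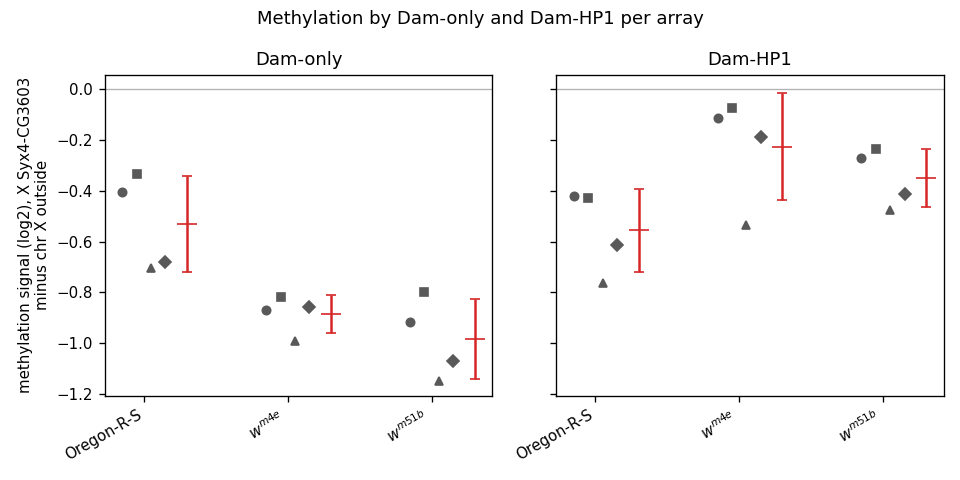
Log2 signal of the Dam-only channel and of the Dam-HP1 channel in X_Syx4-CG3603_ minus that of the rest of the X chromosome, for each array of *Oregon-R-S*, *w* m4e and *w* m51b. Grey markers are single arrays and the red bars are the mean ± SD (n = 4). In the Dam-only channel the mean is -0.53 in *Oregon-R-S*, -0.89 in *w* m4e and -0.98 in *w* m51b.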

**Figure 5:**
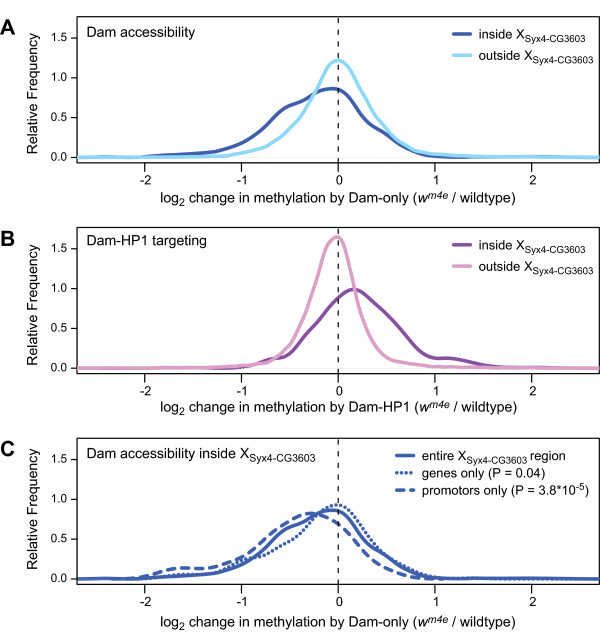
**Specific reduction of chromatin accessibility in X_Syx4-CG3603_**. A) Changes in chromatin accessibility determined from the Dam-only channel for all tiling array probes inside or outside the X_Syx4-CG3603 _region. Data are shown as 'density plots', which are smoothed histograms. B) Changes in methylation by Dam-HP1 fusion protein. C) Changes in chromatin accessibility in promoters (1 kb regions upstream of transcription start sites) and transcription units in the X_Syx4-CG3603 _region. *P*-value according to Wilcoxon rank test.

Because the expression levels of all genes in X_Syx4-CG3603 _except *white *are not detectably altered in *w*^*m *^flies (Figure 4), we wondered whether the compaction of chromatin may be restricted to intergenic regions. Subsequent analysis revealed that promoters of the genes in X_Syx4-CG3603 _show a significant reduction in accessibility (Figure 5C). 

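Promoters, taken as the 1 kb upstream of the gene, were covered by 93 probes for the 14 genes in X_Syx4-CG3603_ whose strand could be assigned. Relative to the rest of the X chromosome, their Dam-only signal was lower than in *Oregon-R-S* by 0.50 in *w* m4e, with 84.9% of the probes lower, and by 0.63 in *w* m51b, with 93.5% lower. Both differences had an exact two-sided permutation p of 0.029 and an adjusted p of 0.049 over 12 tests of the channels by part of the gene. In *w* m51b, leaving out any 1 *Oregon-R-S* array gave an exact p of 0.057.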

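The transcription units of the 20 genes between *Syx4* and *CG3603* held 265 probes. Relative to the rest of the X chromosome, their Dam-only signal was -0.36 ± 0.03 (SD, n = 4) in *w* m4e, -0.32 ± 0.04 (SD, n = 4) in *w* m51b and 0.09 ± 0.03 (SD, n = 4) in *Oregon-R-S*. This signal fell by 0.44 in *w* m4e and by 0.41 in *w* m51b relative to *Oregon-R-S* (exact two-sided permutation test, p = 0.029 for each, adjusted p = 0.049), with 79.2% and 81.5% of the probes lower. The change in promoters minus that in transcription units was -0.05 in *w* m4e (exact p = 0.40) and -0.23 in *w* m51b (exact p = 0.114). The 912 probes in neither part differed by -0.31 and -0.45 (exact p = 0.057 for each, adjusted p = 0.076).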

At the same time, the accessibility of the coding regions of these genes is not reduced. These results suggest that heterochromatinization differentially affects the accessibility of promoters and coding regions. The reduction in promoter accessibility at most genes in X_Syx4-CG3603 _is apparently not sufficient to cause detectable changes in gene expression, except in the case of *white*.

### HP1 binding to X_Syx4-CG3603 _is unusually sensitive to Su(var)3-9 dosage

*Su(var)3-9 *is one of the strongest modifiers of PEV known [52]. It was previously shown that the loss of a single allele of *Su(var)3-9 *dramatically decreases the silencing of reporter genes, including *white*, in a number of PEV reporter assays [53]. Indeed, heterozygous loss of *Su(var)3-9 *changes the eye color of *w*^*m4 *^males from nearly white to almost completely red (inset Figure 6A). This suggested that heterozygous loss of *Su(var)3-9 *may lead to destabilization of heterochromatin in the X_Syx4-CG3603 _region. To test this, we constructed HP1 binding maps in heads of mutant *w*^*m4*^*; Su(var)3-9*^*01*^/+ males, and of sibling *w*^*m4*^*;+/TM3, Sb Ser *control males. 

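The mutant males carry 1 copy of the mutant allele of *Su(var)3-9*, which encodes a histone methyltransferase, and their control siblings the balancer TM3 in place of the mutant chromosome. For *w* m4*; Su(var)3-9*01/+ and *w* m4*;+/TM3*, 4 arrays each were hybridized with Dam-HP1 and Dam-only DNA of 5 heads per sample. The 8 arrays lay on 2 slides, each with 2 arrays of either genotype in opposite dye orientations. The deposited intensities had a median of 614 to 1277 per channel, with 68.5% to 91.8% of the probes well above background. These 8 arrays were normalized by themselves, in the manner described for the inversion lines, and limma used their spread only. Permutations within slides allow 36 arrangements and no exact p below 0.056.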

Flies carrying the TM3 balancer chromosome were used as a control because this balancer does not affect PEV [54-56]. The *w*^*m4 *^and *w*^*m4e *^X chromosomes originate from the same fly stock [34] and we confirmed that they have the same euchromatic breakpoint (see Methods). The binding maps of the control flies showed elevated HP1 levels in X_Syx4-CG3603 _on *w*^*m4*^, very similar to *w*^*m4e *^(Figure 6A and 6B). In contrast, heterozygous loss of *Su(var)3-9 *leads to a modest (log_2 _ratio -0.27, corresponding to ~0.8-fold) but statistically significant reduction of HP1 binding to X_Syx4-CG3603 _(Figure 6B and 6E), and especially to *white *(Figure 6B). 

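On the *w* m4*;+/TM3* arrays, the mean log2 ratio was 0.93 ± 0.04 (SD, n = 4) in X_Syx4-CG3603_ and 0.51 ± 0.01 (SD, n = 4) on the rest of the X chromosome, a difference within arrays of 0.42 ± 0.03 (SD, n = 4). Across the 41 windows of 5 kb, the ratios of these males and of *w* m4e correlated with a Pearson r of 0.788 and a Spearman rho of 0.692, and windows are not independent replicates.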

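In *w* m4*; Su(var)3-9*01/+, the mean log2 ratio in X_Syx4-CG3603_ was 0.60 ± 0.07 (SD, n = 4), lower than in *w* m4*;+/TM3* by 0.34 (0.792-fold, exact two-sided permutation test, p = 0.029, adjusted p = 0.107). This difference lay between -0.40 and -0.27 in the 4 pairs of arrays that share a slide and a dye orientation, and the exact p of permutations within slides was 0.056. Relative to the rest of the X chromosome the difference was -0.29 (0.819-fold, exact p = 0.029). On *white*, the ratio was 0.80 ± 0.13 (SD, n = 4) in the mutant and 1.63 ± 0.05 (SD, n = 4) in the control, a difference of -0.83 (standard error 0.07, adjusted p = 4.4e-05 in limma). Of the 39598 probes, 12 passed the threshold of limma, 9 of them in X_Syx4-CG3603_ and the other 3 outside, and these 12 were lower in the mutant. At an unadjusted p under 0.05 there were 3252 probes.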

Unlike in the X_Syx4-CG3603 _region, the HP1 levels on the probed heterochromatic segments of *chr 2R *and 4 are not affected by heterozygous loss of *Su(var)3-9 *(Figure 6C–E).

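On pericentric 2R, the mean log2 ratio was 1.81 ± 0.21 (SD, n = 4) in *w* m4*; Su(var)3-9*01/+ and 1.84 ± 0.12 (SD, n = 4) in *w* m4*;+/TM3* (exact two-sided permutation test, p = 0.83, adjusted p = 0.888). On *chr 4* it was 1.56 ± 0.19 (SD, n = 4) and 1.55 ± 0.02 (SD, n = 4), respectively (exact p = 0.943, adjusted p = 0.943). The remainder of the X chromosome, at 0.46 ± 0.02 (SD, n = 4) in the mutant, was lower than in the control by 0.05 (0.967-fold, exact p = 0.029, adjusted p = 0.107).

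**Figure D2:**
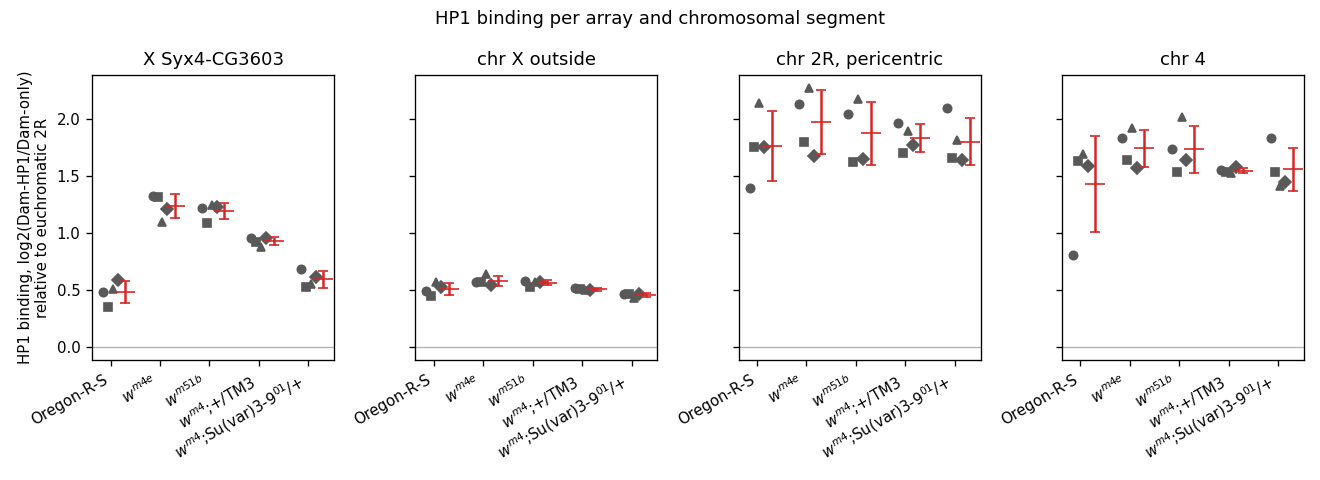
Log2 binding ratio of Dam-HP1 over Dam-only, relative to euchromatic 2R, for each array of the 5 genotypes in X_Syx4-CG3603_, the rest of the X chromosome, pericentric 2R and *chr 4*. Grey markers are single arrays and the red bars are the mean ± SD (n = 4). In X_Syx4-CG3603_ the means are 0.48 in *Oregon-R-S*, 1.24 in *w* m4e, 1.20 in *w* m51b, 0.93 in *w* m4*;+/TM3* and 0.60 in *w* m4*; Su(var)3-9*01/+.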

**Figure 6:**
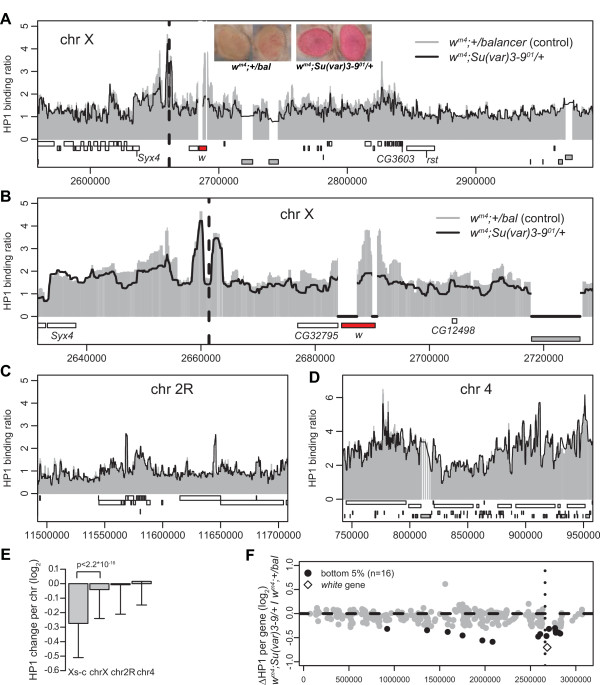
**Removal of one dose of *Su(var)3-9 *leads to subtle change of the HP1 binding pattern on *w*^*m4*^**. A) Chromosomal maps of HP1 binding in heterozygous *Su(var)3-9*^*01 *^and control flies. The *Su(var)3-9*^*01 *^allele is effectively a null allele [67]. HP1 binding profiles are shown for the same ~400 kb region as in Figure 1, E-G. Black dashed line indicates inversion breakpoint. Inset: eye color in *Su(var)3-9*^*01*^/+ and control male flies. B) Close up to ~90 kb region surrounding *white*; same region is plotted as in Figure 1H. C-D) Chromosomal maps of HP1 binding to parts of *chr 2R *and *chr 4*. E) Bar plot showing the average difference in HP1 binding (for each probe on the microarray averaged per chromosome) between control (*w*^*m4*^;+/*balancer*) and the mutant *w*^*m4*^; *Su(var)3-9*^*01*^/+. X_s-c _= X_Syx4-CG3603 _region; chrX = the first 3.2 Mb of the *chr X *excluding X_Syx4-CG3603_; chr2R = the parts of *chr 2R *that are covered on our array. Difference between X_S-C _and chrX, -0.27 log_2_; *P*-value < 2.2*10^-16^; Wilcoxon rank sum test. F) Chromosomal maps of first 3.4 Mb of X chr, with ΔHP1 (average change in log_2 _HP1 binding ratio) per gene. ΔHP1 between *w*^*m4*^; *Su(var)3-9*^*01*^/+ and control (*w*^*m4*^;+/*balancer*), Black dots show bottom 5% of genes (*n *= 16) for which ΔHP1 is largest. Black dotted line indicates inversion breakpoint.

To systematically identify the genes on *chr X *that show the strongest reduction of HP1 after removal of one allele of *Su(var)3-9*, we calculated the change in HP1 binding per gene (Figure 6F) and selected the bottom 5% of genes (*n *= 16). Ten out of these 16 genes are located in the X_Syx4-CG3603 _region. 

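Over the same 307 genes, 15 had a lower ratio in the mutant at an adjusted p under 0.05 in limma, of which 12 lay in X_Syx4-CG3603_, and no gene had a higher one. Of the 16 genes with the largest decrease, 8 lay in X_Syx4-CG3603_: *white*, *CG32795* (-0.53), *CG3592* (-0.52), *CG3588*, *CG14419* (-0.44), *CG14418*, *CG12498* and *CG14417*. This number was 5 without array 4 of the mutant and 12 without array 3 of the control. Outside the region, *trr* (CG3848, -0.53, adjusted p = 0.0284 in limma), *CG3021* (-0.35) and *CG12467* (-0.30) were the 3 genes past the threshold.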

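Of the 8 genes of X_Syx4-CG3603_ among the 16 with the largest decrease in *w* m4*; Su(var)3-9*01/+, 7 were among the 16 with the largest gain of HP1 in both *w* m4e and *w* m51b. *CG14418* was among them in *w* m4e only.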

Interestingly, these 10 genes are the same genes that gain HP1 on *w*^*m4e *^and *w*^*m51b*^. Thus, HP1 binding to the X_Syx4-CG3603 _region of *w*^*m4 *^is exceptionally sensitive to the levels of Su(var)3-9, whereas HP1 binding to other heterochromatic regions is more robust.

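Within arrays, X_Syx4-CG3603_ lay below pericentric 2R by 1.21 ± 0.16 (SD, n = 4) in *w* m4*; Su(var)3-9*01/+ and by 0.90 ± 0.13 (SD, n = 4) in *w* m4*;+/TM3*, and below *chr 4* by 0.97 ± 0.14 (SD, n = 4) and 0.62 ± 0.02 (SD, n = 4). From the lower ratio in X_Syx4-CG3603_ beside unaltered ratios on pericentric 2R and *chr 4*, the paper concludes that HP1 binding in X_Syx4-CG3603_ depends on the dose of Su(var)3-9 more than binding in natural heterochromatin.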

### Heterozygous loss of Su(var)3-9 specifically affects expression of white

To examine the effect of heterozygous *Su(var)3-9 *loss on the expression of *white *and other genes, we made expression profiles in male heads from mutant *w*^*m4*^*; Su(var)3-9*^*01*^/+ and control *w*^*m4*^*;+/TM3, Sb Ser *flies (Figure 7A and 7B). 

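Mutant and control males of 2 crosses, with fathers of *Oregon-R-S* (cross A) or of *w*1118 (cross B), were compared in 1 set of 4 arrays each, and a self-self set of *w* m4*;+/TM3* was hybridized for each cross. Samples, intensities, normalization and tests were as for the inversion lines, with the 4 sets sharing 1 spread in limma. In the simulated set of cross A, with the same size of shift and the same limits, 194 of the 200 shifts were recovered, with 0 false calls. Between 6954 and 8223 oligonucleotides had A above 7 in the 4 sets. In cross A, 283 oligonucleotides changed at an adjusted p under 0.05 in limma, 122 raised and 161 lowered. This count was 0 when the spread came from the arrays of the set alone, with 1932 oligonucleotides under an unadjusted p of 0.05, and 10 after subtraction of the self-self set. The self-self sets gave 0 changed oligonucleotides in limma, with an unadjusted p under 0.05 for 195 in cross A and 2237 in cross B. At the same unadjusted threshold in limma, the mutant comparison had 2764 in cross A and 1698 in cross B, in cross B fewer than its self-self set. The 0 calls of that self-self set therefore do not show that the p values of cross B are well calibrated.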

The MA-plot of the mutant *w*^*m4*^*; Su(var)3-9*^*01*^/+ shows that only two of the 16 genes at which HP1 levels are most decreased (i.e. genes indicated with black dots in Figure 6F) also have an altered expression level (Figure 7B). These genes are *white*, which is expressed ~3-fold higher (log_2 _ratio = 1.56, *P *= 4.2*10^-41^), and *CG14419*, which is expressed slightly lower (log_2 _ratio = -0.38, *P *= 2.1*10^-8^). To confirm this result we repeated the microarray experiment using *w*^1118 ^flies, instead of *Oregon-R-S *as source of the wild-type Y chromosome and autosomes. 

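Each of the 16 genes with the largest decrease of HP1 has an oligonucleotide. In cross A, 1 of them, *white*, changed at an adjusted p under 0.05 in limma, and 4 had an unadjusted p under 0.05. These were *white*, *CG14419*, *CG2681* (M = 0.51, adjusted p = 0.0678 in limma) and *CG12446* (M = 0.28, adjusted p = 0.107 in limma).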

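In cross A, *white* had M = 1.74 (3.33-fold, standard error 0.07, n = 2 biological replicates, adjusted p = 0.00176 in limma), with its 4 arrays between 1.51 and 1.93. M of *white* in the self-self set of this cross was 0.10. *CG14419* had M = -0.37 (standard error 0.08, adjusted p = 0.0746 in limma), with its 4 arrays between -0.43 and -0.31. Adjusted over the list alone, of the 20 genes in X_Syx4-CG3603_, *CG14419* passed the threshold together with *white*. With the spread of this set alone, the adjusted p of *white* was 0.155 in limma.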

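In cross B, 162 oligonucleotides changed at an adjusted p under 0.05 in limma, 70 raised and 92 lowered, and 114 of them also changed in cross A, all 114 in the same direction. In cross A, *white*, *CG4306* (M = 1.32) and *GILT3* (CG13822, M = 1.30) rose most, and *Arc1* (M = -1.64), *Ugt35C1* (CG6633, M = -1.17) and *CG33091* (M = -1.14) fell most. In cross B, *CG3397* (M = 2.89), *GILT3* (M = 2.57) and *CG4306* (M = 1.58) rose most, and *Mob2* (CG11711, M = -1.08), *CG15784* (M = -1.05) and *Drs* (CG10810, M = -1.03) fell most. Of the 2 oligonucleotides annotated as CG6476, the identifier taken for *Su(var)3-9*, the brighter had M = -0.01 in cross A and -0.06 in cross B. Whether it measures the transcript of *Su(var)3-9* alone was not tested.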

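Across the 15158 oligonucleotides, M in cross A and in cross B had a Spearman rho of 0.522 and a Pearson r of 0.645. Genes are not independent replicates, so no p is given. Between the self-self sets of the crosses rho was 0.115. Between 1 pair of arrays of either cross, over both possible pairings of the dye swaps, rho ranged from 0.263 to 0.524. The restriction to the 7676 oligonucleotides with A above 7 moved rho most, to 0.626.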

The correlation between these two experiments was high (Spearman's rho = 0.54, *P *< 2.2*10^-16^, data not shown). 

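In cross B, *white* had M = 1.33 (standard error 0.07, n = 2 biological replicates, adjusted p = 0.0024 in limma), with its 4 arrays between 1.30 and 1.38. Without the replicate of arrays 1 and 3 the adjusted p in limma was 0.0644, and without that of arrays 2 and 4 it was 0.0503. *CG14419* had M = -0.16 (standard error 0.08, adjusted p = 0.506 in limma), with its 4 arrays between -0.25 and -0.07. Cross A minus cross B was 0.41 for *white* (standard error 0.10, adjusted p = 0.965 in limma).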

We confirmed the up-regulation of *white *(log_2 _ratio = 1.28, *P *< 10^-45^), and found that *CG14419 *was slightly, but not significantly, down-regulated (log_2 _ratio = -0.16, *P *= 0.02).

**Figure 7:**
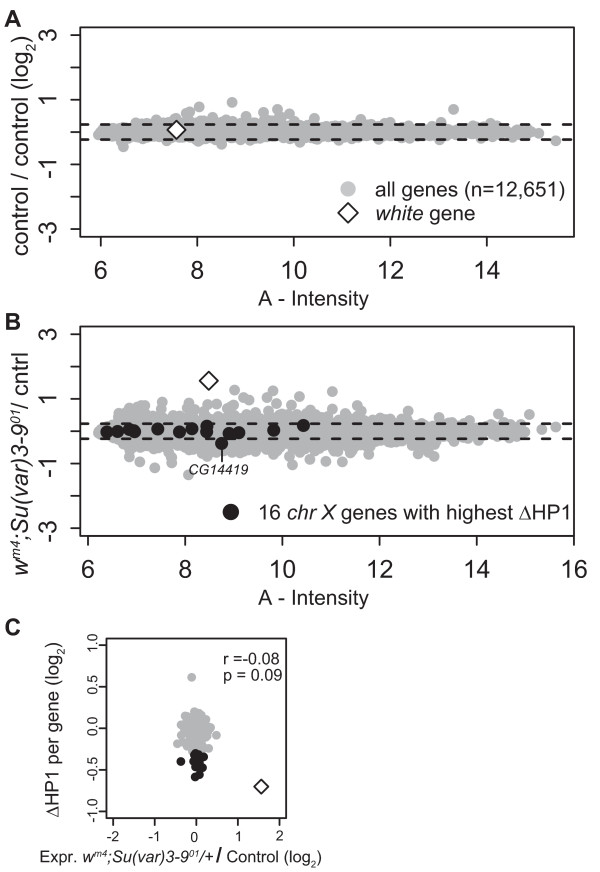
**No correlation between change in HP1 binding (ΔHP1) and change in gene expression**. A-B) MA-plots of expression profiles. Control (*w*^*m4*^;+/*balancer*) self-self (A) and *w*^*m4*^; *Su(var)3-9*^*01*^/+/control (B). Otherwise graphs have same layout and color usage as in Figure 4, A-C. C) Bivariate scatter plot of ΔHP1 against change in gene expression of *w*^*m4*^; *Su(var)3-9*^*01*^/+/control (*w*^*m4*^;+/*balancer*).

Su(var)3-9 loss possibly affects HP1 binding and gene expression levels outside the X_Syx4-CG3603 _region. However, a bivariate scatterplot (Figure 7C) did not reveal any correlation between the changes in HP1 binding and the changes in expression level (Spearmans's rho = -0.08). This suggests that there is no association between HP1 loss and change in gene expression outside X_Syx4-CG3603_. Thus, in a *w*^*m4 *^background, loss of one allele of *Su(var)3-9 *mainly affects the expression level of *white*. 

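Across the 307 genes of the X chromosome with both values, the change in HP1 binding and M in cross A had a Spearman rho of -0.0043. It was 0.026 for the 183 genes with A above 7, 0.014 for the 286 genes outside X_Syx4-CG3603_ and 0.0086 with M of cross B. Genes are not independent replicates.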

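Of the 260 oligonucleotides changed in cross A whose chromosome is known, 24 (9.23%) belong to genes of the X chromosome, and *white* had the largest rise among those with A above 7 and the same sign on all 4 arrays. From the rise of *white* and the missing relation between the changes in HP1 and in expression, the paper concludes that the loss of 1 *Su(var)3-9* allele acts mainly on *white* in this background.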

None of the other genes in the X_Syx4-CG3603 _region are upregulated as a result of the reduced Su(var)3-9 dosage.

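Among the 20 genes in X_Syx4-CG3603_, *white* was the 1 gene raised at an adjusted p under 0.05 in limma in cross A, and also in cross B. The 19 other genes, of which 11 had A below 7 in each cross, had a median M of 0.01 in cross A and -0.02 in cross B. Among those with A above 7, the largest rises were 0.08 for *CG3592* in cross A and 0.19 for *CG32795* in cross B, neither of which passed the threshold. When adjusted over the list alone, no gene other than *white* was raised in either cross.

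**Figure D3:**
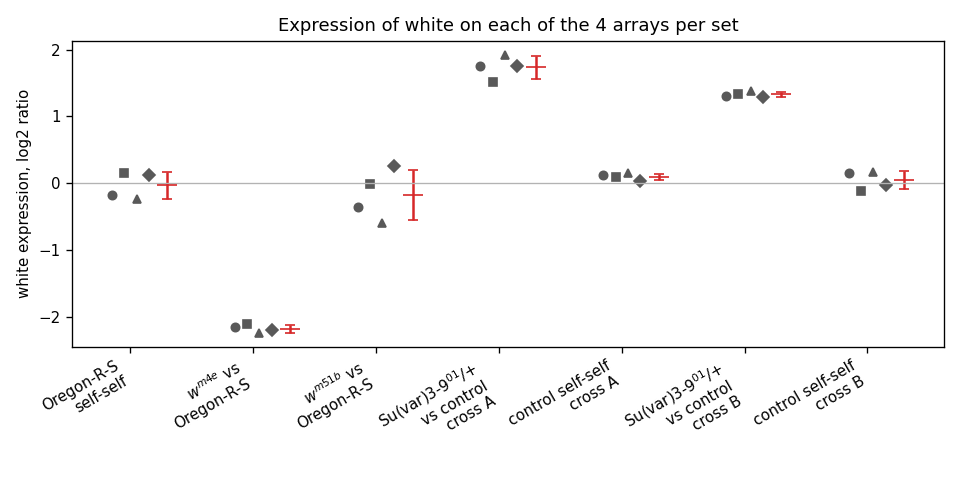
Log2 ratio of *white* on each of the 4 arrays of the 7 sets, where a ratio of 0 is no difference. Grey markers are single arrays and the red bars are the mean ± SD over the 4 arrays, which are 2 biological replicates with a dye swap of each. The mean is -2.18 in *w* m4e against *Oregon-R-S*, -0.18 in *w* m51b against *Oregon-R-S*, 1.74 in cross A and 1.33 in cross B.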

### Embryonic expression levels of genes in X_Syx4-CG3603 _do not explain the lack of repression in *w*^*m *^lines

It has been suggested that binding of transcriptional activators to the promoter can counteract heterochromatin-mediated silencing [57]. This protection was shown to depend on the level and timing of transcriptional activator expression. In particular, promoter activation in the embryonic stage could prevent silencing of a reporter later in development [57]. To investigate whether such a phenomenon may explain the preferential silencing of *white *by heterochromatin, we analyzed the embryonic expression levels [58] of all 20 genes in the X_Syx4-CG3603 _region (Figure 8). Several of these genes are expressed at even lower levels than *white*, suggesting that the absence of embryonic activity of *white *is not the sole determinant of its preferential silencing by heterochromatin.

**Figure 8:**
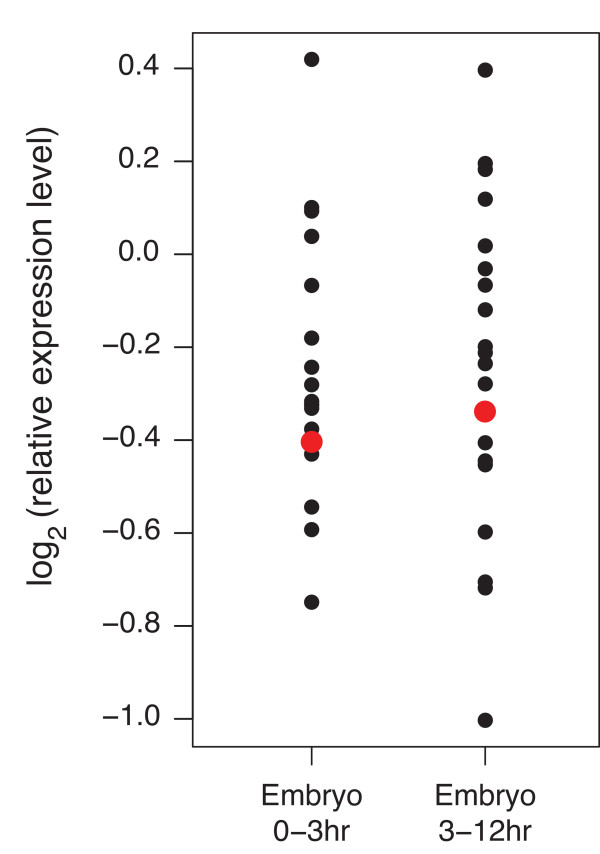
**Expression levels of all 20 genes in X_Syx4-CG3603 _during embryogenesis**. Expression data from wild-type embryos at two different stages are from [58]. Red dot represents the *white *gene.

## Discussion

The ability of heterochromatin to invade neighboring euchromatin was previously demonstrated by chromatin immunoprecipitation mapping studies in fission yeast (reviewed in [3,59]). In multicellular eukaryotes, HP1-containing chromatin is known to be able to associate with long stretches of DNA in a natural setting [17,19], but it has remained unclear how HP1 is redistributed in the context of PEV. In this study we have generated a high-resolution binding map of *Drosophila *HP1, a defining marker of heterochromatin, in the *white-mottled *PEV model. This model has been studied for more than 70 years but the underlying molecular events have remained enigmatic. On both *w*^*m4e *^and *w*^*m51b *^chromosomes we found that HP1 invades originally euchromatic regions to form new clearly defined heterochromatin domains. 

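Of the 20 genes of Table 1 between *Syx4* and *CG3603*, 19 had a higher mean HP1 ratio in *w* m4e than in *Oregon-R-S*, and 19 in *w* m51b. The exception was *CG14421* in both, at -0.08 in *w* m4e and -0.35 in *w* m51b. In limma, 15 of the genes in *w* m4e and 12 in *w* m51b passed the threshold over all 307 genes, and 17 and 16 when adjusted over the list alone. The list was delimited on these arrays, so the latter counts are not independent evidence.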

In total ~200 kb of DNA, including *white *and 19 other genes, is covered *de novo *by HP1. 

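Across the 1261 probes of X_Syx4-CG3603_, the mean ratios of *w* m4e and *w* m51b correlated with a Pearson r of 0.826 and a Spearman rho of 0.752. Their differences from *Oregon-R-S* correlated with a Pearson r of 0.881. The shared *Oregon-R-S* arrays alone gave a mean r of 0.499 in 1000 simulations, the highest being 0.594. With *Oregon-R-S* arrays that were not shared between the differences, r was 0.712. The ratios of *Oregon-R-S* correlated with those of *w* m4e at 0.288 and with those of *w* m51b at 0.205. Probes are not independent replicates.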

The pattern of HP1 fluctuations is highly reproducible between the *w*^*m4e *^and *w*^*m51b *^lines, and is therefore not due to random noise. A previous report found elevated H3K9me2 levels at selected loci on *w*^*m4 *^and proposed a gradient of heterochromatin from the breakpoint [46]. However, this study lacked the probing density required to determine the exact binding pattern, and our high-resolution map does not support a simple gradient model. 

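From the break towards *CG3603*, the difference from *Oregon-R-S* in 5 kb windows had a Spearman rho with distance of -0.49 in *w* m4e (34 windows) and -0.35 in *w* m51b (33 windows), and windows are not independent replicates. For single arrays against the mean of the *Oregon-R-S* arrays, rho was between -0.64 and -0.09 in *w* m4e and between -0.41 and -0.32 in *w* m51b.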

A second study examined the *T(2;3)lt*^*x*13 ^reciprocal translocation and observed an overall enrichment of H3K9me2, with substantial local variation, extending ~200 kb across the breakpoint [60]. Our data show that also the absolute levels of HP1 binding in the newly formed heterochromatin domains display considerable local variation.

These results suggest an intermediate model between the previously proposed oozing and hopping models of PEV. Increased levels of HP1 are found along the entire X_Syx4-CG3603 _region, which is compatible with processive assembly of heterochromatin as in the oozing model. However, the variation in HP1 levels indicates that DNA sequence or epigenetic determinants locally modulate the efficiency of HP1 binding, as is inherent to the hopping model.

This variation of HP1 density along the chromosomal region is consistent with earlier observations. Discontinuities in the compaction of PEV regions have been observed at much lower resolution in polytene chromosomes [37], and examples have been reported of PEV in which a gene proximal to a heterochromatin block is transcribed while a more distal gene is silenced [34,35]. Hence, heterochromatin in PEV models can exhibit local differences in the level of HP1 binding and variation in the effect on gene expression.

A surprising result of our systematic study is that *white *is the only gene that is strongly repressed as a consequence of the invasion of heterochromatin. This finding is remarkable in the light of the important contributions of the *white-mottled *model to our understanding of heterochromatin. In hindsight, the behavior of *white *appears not to be prototypical of euchromatic genes that are brought into a heterochromatic environment. 

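Ranked by M over the 15158 oligonucleotides of the *w* m4e set, *white* was at rank 15 from the lowest and *CG14419* at rank 59. Among the genes named outside X_Syx4-CG3603_, *rst* (CG4125) had M = 0.42 (adjusted p = 0.0439 in limma), *crm* (CG2714) 0.09, *arm* (CG11579) 0.05 and *Ide* (CG5517) 0.02 in *w* m4e. The paper points to the strong repression of *white* beside the unaltered expression of its neighbours. From this it reasons that *white* appears not to be typical of genes placed next to heterochromatin.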

Genes may differ in their intrinsic response thresholds to heterochromatin levels [61], and *white *is perhaps particularly sensitive in this respect. The silencing of *white *by heterochromatin also contrasts with genome-wide mapping data that demonstrate that hundreds of genes are naturally bound by HP1, yet most of these are normally expressed [17], possibly because the binding levels of HP1 are below the threshold level that would cause their repression. Examples of genes that are bound and repressed by HP1 in their natural genomic context [21,62,63] are still rare. Some genes, particularly genes embedded in pericentric heterochromatin, may have evolved to become activated rather than repressed by heterochromatin, via a still unknown mechanism [64]. Thus, *white *may in fact be a 'red herring' that nevertheless has provided many insights into heterochromatin structure and function.

The variable effects on gene expression may be tightly linked to the local level of binding by heterochromatin proteins. Indeed, on *w*^*m4e*^, the *white *gene has the highest level of HP1 binding of all genes in X_Syx4-CG3603_, and *white *is also most strongly repressed. 

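In *w* m4e, the HP1 ratio of *white* ranked 1 of the 20 genes, followed by *CG12498* at 1.75, while the other 19 genes had a median of 1.16. In *w* m51b, *white* ranked 2, below *CG12498* at 1.58. In *Oregon-R-S* it ranked 18 of the 20 genes.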

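The HP1 ratio on *white* (CG2759) was higher in *w* m4e than in *w* m51b by 0.49 (1.40-fold, exact two-sided permutation test, p = 0.029, adjusted p = 0.029 over 4 comparisons of *white*). The 4 arrays of *w* m4e lay between 1.92 and 2.21, and those of *w* m51b between 1.45 and 1.70.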

Slightly lower levels of HP1 on the *white *gene on *w*^*m51b*^, and the reduction in HP1 binding to *white *on *w*^*m4 *^upon loss of one *Su(var)3-9 *allele, both correlate with the restoration of *white *expression to near-wild-type levels. This all-or-none expression is a striking feature of PEV [65], and suggests that *white *has a threshold for heterochromatin mediated silencing. The other genes in the X_Syx4-CG3603 _region show typically lower levels of HP1 binding than *white*, and may not be silenced effectively because their threshold of epigenetic silencing is not reached.

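Among the 19 genes of X_Syx4-CG3603_ other than *white*, the HP1 ratio had a median of 1.09 in *w* m51b and 0.91 in *w* m4*;+/TM3*, and the lowest gene was *CG14421* in both, at 0.12 and 0.24.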

HP1 binding to the X_Syx4-CG3603 _region is more sensitive to Su(var)3-9 dosage than regions that are naturally heterochromatic, such as *chr 4 *and pericentric heterochromatin of *chr 2R*. For stable heterochromatin formation, certain *cis*-acting elements may be necessary that might be lacking in the X_Syx4-CG3603 _region. Previous studies have indicated that repeat elements act cooperatively to stabilize heterochromatin [2,42,66]. The relatively low repeat content of X_Syx4-CG3603 _may explain the unusual sensitivity of HP1 binding in this region to the loss of one functional *Su(var)3-9 *allele. In addition, genes in this region may be relatively rich in binding sites for transcription regulators that counteract heterochromatin formation.

The epigenetic switching of *white*, resulting in all-or-none expression in the fly eye, can also be better understood by our observations. Our data indicate that the level of heterochromatin on *white *in *w*^*m4e *^is only a little bit above the silencing-threshold. Our data also show that small changes in heterochromatin levels especially affect the X_Syx4-CG3603 _region. As a result, subtle stochastic differences between cells, in for example the expression level of heterochromatin proteins, may especially change the transcriptional output of *white*. At the same time these small stochastic differences between cells will not affect the more stable natural heterochromatic regions.

It has been suggested that the range of heterochromatic spreading may be modulated by Su(var) proteins [46,67]. 

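The borders of the region were examined in segments of 10 kb. In the segment inside the *CG3603* border, the ratio was lower in *w* m4*; Su(var)3-9*01/+ than in *w* m4*;+/TM3* by 0.20 (exact two-sided permutation test, p = 0.029, adjusted p = 0.043 over 12 tests). In the segment just outside this border, the inversion lines were raised by 0.31 each (exact p = 0.029, adjusted p = 0.043), and *w* m4*; Su(var)3-9*01/+ was lower than *w* m4*;+/TM3* by 0.12 (exact p = 0.029, adjusted p = 0.043). Inside the *Syx4* border, *w* m4e was raised by 0.61 and *w* m51b by 0.56 (exact p = 0.029, adjusted p = 0.043), while *w* m4*; Su(var)3-9*01/+ and *w* m4*;+/TM3* had ratios of 0.89 ± 0.12 (SD, n = 4) and 0.86 ± 0.12 (SD, n = 4) (exact p = 0.714, adjusted p = 0.714). Just outside the *Syx4* border, *w* m4*; Su(var)3-9*01/+ and *w* m4*;+/TM3* differed by -0.22 (exact p = 0.114, adjusted p = 0.152). There, *w* m4e differed from *Oregon-R-S* by -0.14 (exact p = 0.543, adjusted p = 0.592) and *w* m51b by -0.31 (exact p = 0.20, adjusted p = 0.24).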

Our data indicate that Su(var)3-9 does not control the extent of spreading of HP1, because the borders of the *de novo *heterochromatin regions in *w*^*m4 *^do not shift upon the reduction of Su(var)3-9 dosage. Instead, we observe a general reduction of HP1 binding levels across most of the X_Syx4-CG3603 _region. This does not rule out that other Su(var) proteins may regulate the extent of spreading.

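Of the 41 windows of 5 kb in X_Syx4-CG3603_, 40 had a lower ratio in *w* m4*; Su(var)3-9*01/+ than in *w* m4*;+/TM3*, and 28 passed the threshold of limma. The median difference was -0.35, and the largest lay in the window of *white*. Of the 20 genes, 18 had a lower ratio, the exceptions being *Syx4* (0.10) and *CG3603* (0.02). Of these 20, 11 passed the threshold of limma over all 307 genes, and 15 when adjusted over the list alone.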

## Conclusion

Here we provide a detailed view of the linear organization of heterochromatin along the genomic regions involved in PEV. We find that HP1 invades euchromatin across the inversion breakpoints over ~175 kb and ~30 kb, causing *de novo *association of HP1 with 20 genes. The local variation of HP1 binding levels suggests an intricate interplay between heterochromatin proteins and local sequence context. The *white *gene has an unusual intrinsic affinity for heterochromatin, which may render this gene more easily silenced by heterochromatin than most other genes. Moreover, HP1 binding to the invaded region is exceptionally sensitive to the dosage of the histone methyltransferase Su(var)3-9, indicating that the *de novo *formed heterochromatin is less stable than most pericentric heterochromatin. Taken together, our molecular maps demonstrate that heterochromatin can invade a normally euchromatic region, yet the strength of HP1 binding and effects on gene expression are highly dependent on local context.

## Methods

### Fly stocks

*Oregon-R-S *(#4269) and *w*^*1118 *^(#3605) were obtained from Bloomington Drosophila Stock center. The *w*^*m4*^*;Su(var)3-9*^*01*^*/TM3, Sb Ser *stock, *In(1)w*^*m51*^,*w*^*m51b*^*ct *and *In(1)w*^*m4*^,*w*^*m4e *^(denoted as *w*^*m51b *^and *w*^*m4e*^, collectively referred to as *w*^*m*^) were kindly provided by P Talbert, Fred Hutchinson Cancer Research Center, Seattle, WA, USA. The inverted X chromosomes in these stocks are described in [34]. We examined the positions of the euchromatic inversion breakpoints of the *w*^*m4*^, *w*^*m51b *^and *w*^*m4e *^stocks by PCR (data not shown). The *w*^*m51b *^break is located between position 2,665,094 and 2,666,052 (R5), and the *w*^*m4 *^and *w*^*m4e *^breaks are both between position 2,661,012 and 2,662,278, which is ~1,000 bp more upstream than was previously thought [44]. This corresponds to ~(24.5–25.5) and ~(28.2–29.5) kb upstream of the beginning of the *white *gene (R5.4).

The Dam-HP1 transgenic line (*w*^*1118*^*;P{Dam-Myc-HP1,w*^+*mC*^*} HP23/TM6B*) was made in parallel with the Dam-HP1 transgenic line used in [42], but has not been published before. Dam-only transgenic lines (*w*^*1118*^*; P{Dam, w*^+*mC*^*} 1-1M/TM6B *and *w*^*1118*^*; P{Dam, w*^+*mC*^*} 1-4M/CyO*) were constructed for this study. The SacII/EcoRI fragment from pNDamMyc [68] encoding Myc tagged EcoDam was cloned into pUAST [69]. Germline transformations into *w*^*1118 *^were done by BestGene Inc, Chino Hills, CA, USA. Transformants were identified by their eye color and balanced. Dam and Dam-HP1 expression are driven from the un-induced, truncated heat-shock promoter in pUAST, yielding extremely low expression levels below the detection limit of Western blotting or immunofluorescence microscopy [68]. Thus, it is highly unlikely that the Dam-HP1 protein itself will alter heterochromatin structure.

### Fly crosses and culture conditions

Flies were raised at 25°C on standard cornmeal/molasses/agar medium. For DamID of HP1 we crossed *w*^*m51b*^, *w*^*m4e *^or *Oregon-R-S *virgin females to Dam (line 1-4M) and Dam-HP1 males. The heads of male progeny (expressing the Dam transgene and containing an inverted X chromosome) were removed using a razor blade, stored at -80°C and used for DamID. To map HP1 in presence of heterozygous *Su(var)3*-9^*01*^, we crossed *w*^*m4*^*;Su(var)3-9*^*01*^*/TM3, Sb Ser *virgin females to Dam (line 1-1M) and Dam-HP1 males, which both have the transgenes inserted in the 3^rd ^chr. Heads of male progeny expressing Dam or Dam-HP1 and heterozygous for *Su(var)3-9*^*01*^, and heads of males expressing Dam or Dam-HP1 and with balancer (*TM3, Sb Ser*) were collected. For expression profiling we crossed *w*^*m4*^*;Su(var)3-9*^*01*^*/TM3, Sb Ser *virgin females to *Oregon-R-S *or *w*^*1118 *^males. Heads of male progeny with and without *Su(var)3-9*^*01 *^were collected. Heads were collected < 25 hours after eclosion.

### Expression profiles

Total RNA was extracted from fly heads using Trizol (Invitrogen-Life Technologies). Labeling and hybridizations were done according to standard protocols [70] using printed oligonucleotide arrays [70]. Spot fluorescence ratios were normalized using a lowess fit per subarray [72]. Each set (e.g. *w*^*m4e *^vs. *Oregon-R-S*, or *w*^*m4*^*;Su(var)3-9*^*01*^*/+ vs. w*^*m4*^*;+/TM3, Sb Ser*) consisted of four hybridizations: two biological replicates were each done in a technical dye-swap fashion. Replicates were combined into weighted average ratio and confidence level (*P*-value) was calculated per gene using an error model [73], which was fine-tuned by self-self hybridizations.

### Quantitative RT-PCR

Total RNA was DNAse treated and reverse transcribed (Invitrogen, ThermoScript RT-PCR System for first-strand cDNA synthesis). qPCRs were run using TaqMan chemistry on a BioRad DNA Engine Peltier thermal cycler. Primers and probe sequences are available upon request. Expression levels of each gene were normalized to *Ide*, a housekeeping gene located on 3L. For each of the genotypes *w*^*m4e*^, *w*^*m51b *^and *Oregon-R-S *five RNA isolations (20 fly heads per isolation) were done, and normalized expression ratios were calculated for randomly selected *w*^*m*^/*Oregon-R-S *pairs. The resulting five ratios were averaged and are plotted in Figure 3D.

### DamID

DamID was done as described [42] with minor modifications. Detailed protocols are available at [74]. For each microarray hybridization the experimental and reference sample consisted of five heads each. Each experiment consisted of four hybridizations using biologically independent samples. 1 μg of amplified methylated DNA was labeled with ULS Cy-dyes (Kreatech, Amsterdam, The Netherlands). Dam-HP1 and Dam-only methylated DNA was co-hybridized in a two-color design on a custom-designed 4 × 44 K Agilent microarray. The Dam-HP1/Dam-only methylation ratio represents the level of HP1-targeted methylation, corrected for local differences in chromatin accessibility [41]. Probe sequences are based on the complete *Drosophila melanogaster *genome sequence, release 5, downloaded from [75] on March 7, 2007. Median probe spacing is 136 bp. Probe sequences do not contain GATC, the recognition sequence of Dam.

### Data analysis

All statistical analyses were performed in the R language and environment [76]. DamID data were normalized using R-packages limma [77] and vsn [78]. Raw data files were loaded in R and the weight of control spots was set to zero to exclude them from the results. We did not apply background correction to the data. Data was initially normalized between different arrays (method = 'vsn') and subsequently to the mean log_2 _binding ratio in the euchromatic part of 2R. Hence, a log-ratio of 0 corresponds to the mean HP1 binding level found in euchromatin. Because Dam and HP1-Dam transgenic flies were made using *mini-white *(*w*^+*mC*^) as a marker gene, all array probes overlapping with *mini*-*white *were excluded from analysis.

### Data availability

DamID and expression data are available from the Gene Expression Omnibus [79], accession GSE12395.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MJV carried out DamID and expression profiling experiments, MJV, LP, and BvS performed data analysis. LP designed the microarray for DamID. MN and RMK performed all microarray hybridizations. MJV and WT conducted qRT-PCR experiments, and WT performed Western blotting. BvS and MJV conceived of the study, designed the experiments, and wrote the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

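The authors deposited the DamID arrays as the mean pixel intensities of both channels, which Agilent Feature Extraction quantified and which were not normalized between arrays. They also deposited log2 ratios per genotype, which the authors made by variance-stabilizing normalization and averaging over the 4 arrays. For expression, the authors deposited ImaGene spot intensities with the local background of each spot, and log2 ratios per set that the authors made by a lowess fit per subarray and averaging. The values here were computed from the intensities, and the deposited log2 ratios served as an alternative. Their Pearson r with the values here was between 0.986 and 0.991 for the DamID genotypes, and between 0.949 and 0.995 for the expression sets.

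DamID signals were used without background correction. The variance-stabilizing model was fitted by maximum likelihood with least trimmed squares, keeping a share of 0.9 of the probes over 7 rounds, separately for the 12 arrays of the first and the 8 of the second experiment. This implementation was tested on simulated arrays, where 500 probes shifted by 0.7 were recovered at 0.70 with an SD of 0.13. Ratios were centred on the euchromatic 2R segment, whose probes start from 11427115 to 11927067, and pericentric 2R ends with the probe at 749866. Of the 39632 probes of 60 bases, 39598 remained without the 34 of *mini-white*. The authors' log2 ratios hold a value for every probe and so do not show which were masked, and the masked intervals were read by eye from Fig. 1H. Fitting 1 unpaired mean per genotype, limma gave probes, windows and genes a moderated test. In simulated arrays, 71 probes were called for 200 shifted ones, of which 67 were right and 4 false.

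Gene coordinates are those of Table 1 (release 5). For other genes, the interval is 1000 bp on either side of the position of the expression oligonucleotide, located among the tiling probes. Gene names and chromosome arms came from a release 6 annotation, and no coordinate was converted between releases.

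For expression, 4032 control spots and 3284 empty spots had no weight in the loess fits. Quality marks of the scanner software, on 21.1% to 55.8% of the spots of an array, were not used to remove spots. The self-self sets were part of the limma fit of their experiment. For both pairings of the dye swaps, the test was run over all 15158 oligonucleotides, and the larger p is given. Of these oligonucleotides, 12604 could be placed on a chromosome by their gene.

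Tests on segment means are exact and two-sided, over all 70 arrangements of 4 arrays against 4, and those within slides over 16 arrangements in the first experiment and 36 in the second. Adjusted p values follow Benjamini and Hochberg, for the permutation tests over the tests of the same kind: 15 for segments, 3 for the region against the rest of the X chromosome, 4 for *white*, 6 for the channels in the region and 4 outside it, 12 for parts of the gene, 2 for promoters against transcription units and 12 for borders. The threshold is an adjusted p of 0.05.

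The genes named in the text were fixed by a rule: every gene of Table 1 and every gene that the paper names, the 3 raised and 3 lowered oligonucleotides with the largest change per expression set among those past the threshold with A above 7 and the same sign on every array, and the 3 genes with the largest called HP1 change each way outside X_Syx4-CG3603_. *CG2681* and *CG12446* fall outside this rule and were chosen after their values were seen.

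Alternatives were the plain log2 ratio, Agilent's processed signals, loess within arrays, normexp for DamID, other centring, a filter on signal, the *mini-white* probes, slide or dye in the test, other window and promoter sizes, other background and loess settings for expression, the spread of single sets, the self-self sets, a filter on A, the deposited log2 ratios, and each replicate left out. The computations used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15. The eye phenotypes, Western blot and quantitative PCR of the paper were not analysed here.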

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

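The tests on single arrays, on *CG3397* and on the effects outside chromosome 3 were chosen only after the results were seen. Groups of 4 arrays were screened for an array whose gap to the nearest other exceeds Dixon's 95% limit, which chance exceeds in 1 of 20 groups. It did so in 4 of 49 groups, where 2.45 are expected by chance.

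On *chr 4*, 1 *Oregon-R-S* array had a mean log2 ratio of 0.81, while the other 3 lay between 1.59 and 1.70. A narrower scale of all ratios on that array would have lowered the rest of the X chromosome by the same factor. Its level there was 0.966 of the mean of the other arrays, against 0.493 on *chr 4*, which argues against this explanation. A narrower scale of the high ratios may be a part of the cause, since pericentric 2R and XHet were also lowest on this array, at 0.741 and 0.755 of the mean of the others. Pericentric 2R varied by 0.119 of its mean between the others and was lowered less than *chr 4*, which argues against this as the whole cause. A weak Dam-HP1 signal may be the source, since 64.8% of the probes were above background in that channel, but the next lowest share of an array was 67.2%, a gap within the spread of 4.47 percentage points, which leaves this open. No biological explanation was tested, as the arrays of a genotype differ by no condition. Without the array, the mean *chr 4* difference of *w* m4e and *w* m51b from *Oregon-R-S* fell from 0.308 to 0.100.

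The difference on *chr 4* was positive in 6 of 8 comparisons within slides, so it changes sign between slides. A wider scale of the ratios on the arrays of the inversion lines could also raise it. Pericentric 2R rose by 0.161, where a stretch fitted on *chr 4* gives 0.379, with a spread of 0.305 between arrays, and so the scale cannot be told apart from an effect on *chr 4*.

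In X_Syx4-CG3603_, 1 *w* m51b array had a ratio of 1.09, while the other 3 lay between 1.22 and 1.25. If its whole slide were low, the *w* m4e and *Oregon-R-S* arrays on it would be low as well. They deviated from the others of their genotype by -0.0368 on average, the *w* m4e array by 0.104 and the *Oregon-R-S* array by -0.178. The average is within a spread of 0.106 between arrays, and so a low slide cannot be told apart from a single low array. On the rest of the X chromosome, 1 *w* m51b array was at 0.53, against 0.57 to 0.58 on the others. The arrays of the other genotypes on its slide deviated by -0.0486 on average, within a spread of 0.0530 between arrays, which leaves the same question open. There, 1 *w* m4*; Su(var)3-9*01/+ array was at 0.43, against 0.47 on the others, and the remaining arrays of its slide deviated by -0.0114, where a low slide would give -0.0366, with a spread of 0.0178, which argues against the slide. No biological explanation was tested for these arrays.

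The expression change of *CG3397* (3R) differed between the crosses, with cross A minus cross B at -2.22 (standard error 0.06, n = 2 biological replicates per cross, adjusted p = 0.000252 in limma). It was the 1 of 15158 oligonucleotides past the threshold, with 547 at an unadjusted p under 0.05. M was 0.67 in cross A and 2.89 in cross B. Noise of the cross B arrays would show in their self-self set, where M was -0.0352. A difference in *CG3397* expression between the stocks is a candidate explanation, since M was -2.76 in *w* m51b and -2.88 in *w* m4e relative to *Oregon-R-S*. The fathers of the crosses came from different stocks, and this biological difference stays open as well.

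The 691 XHet probes, which the paper does not report on, had a mean log2 ratio above that of euchromatic 2R on 4 of 4 arrays of every genotype. It was 1.31 in *Oregon-R-S*, 1.495 in *w* m4e, 1.45 in *w* m51b, 1.35 in *w* m4*; Su(var)3-9*01/+ and 1.40 in *w* m4*;+/TM3*. Repeated sequences that hybridize to these probes would make them brighter, and their median Dam-only brightness was 1.33 of that of the X chromosome outside X_Syx4-CG3603_. That of *chr 4* was 2.28, so segments differ in brightness by more than this, and hybridizing repeats cannot be told apart from HP1 binding of heterochromatic X sequences, which is a hypothesis. The rule for judging this brightness was revised after the values were seen. By the earlier rule, the brightness argued against hybridizing repeats.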

How the results depend on the processing

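The alternatives were chosen before the data were examined, except slide or dye orientation in the fit of the extents, which was chosen after seeing the data. Unless stated, the cause was not tested.

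In X_Syx4-CG3603_, the HP1 difference stayed positive in both lines and negative in *w* m4*; Su(var)3-9*01/+ under every alternative, from 0.58 to 1.39 in *w* m4e, 0.52 to 1.34 in *w* m51b and -0.42 to -0.22 in *w* m4*; Su(var)3-9*01/+. The plain log2 ratio gave 0.58 and 0.52 (exact p = 0.057). With slide or dye orientation in the test the differences were the same, 0.76, 0.71 and -0.34, and the exact p was 0.125 or 0.056, which are the smallest these permutations can give. On the rest of the X chromosome, centring on the median of all probes gave -0.10 in *w* m4e and -0.0785 in *w* m51b (exact p = 0.029). This segment holds 24200 of the 39598 probes, so that centring shifts it by construction and does not count against the differences. There, Agilent's processed signals gave 0.15 in *w* m4e (exact p = 0.029). Without single arrays they ranged from 0.0500 to 0.0922 in *w* m4e and from 0.0332 to 0.0753 in *w* m51b. Without *Oregon-R-S* replicate 3 they had these highest values, with an exact p of 0.029. In *w* m4*; Su(var)3-9*01/+ this difference was -0.0451 with the plain ratio, -0.0084 with Agilent's signals, -0.0363 with loess, -0.0184 with normexp, -0.0064 with median centring, and -0.0477 with slide or dye in the test, with exact p above 0.05 in each.

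Counts of changed probes depended on the setting. In *w* m4e they were 93 with the plain ratio, 268 with median centring, 174 with the filter on signal, 715 with slide as a block, and 207 to 548 without single arrays, of which 207 without *w* m4e replicate 1, 215 without replicate 2 and 226 without *Oregon-R-S* replicate 3. In *w* m51b they were 73 with the plain ratio, 192 with the filter and 302 to 634 without single arrays, of which 302, 353 and 324 without *w* m51b replicates 1, 2 and 3 and 328 without *Oregon-R-S* replicate 3. The share of raised probes among the changed ones was 83.0% with Agilent's signals and 81.3% with median centring in *w* m4e, against 94.8%, and 85.8% with Agilent's signals in *w* m51b, against 96.2%. In *w* m4*; Su(var)3-9*01/+ the counts were 7 with the plain ratio, 0 with Agilent's signals in limma, where 3252 had an unadjusted p under 0.05 in the main setting, 3 with normexp, 7 with centring on the X chromosome, 32 with the filter, 6 with slide as a block, 7 with dye as a covariate, and 5 to 12 without single arrays, of which 6 without *w* m4*; Su(var)3-9*01/+ replicate 2 or 3, and 5 without *w* m4*; Su(var)3-9*01/+ replicate 4 or any *w* m4*;+/TM3* replicate.

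Among other splits of the same 8 arrays, 1 of 35 gave as many changed probes in *w* m4e and 1 in *w* m51b, the real one included. This is the smallest share that the test can give, and both lines share the *Oregon-R-S* arrays. Splits that mix the genotypes also put their difference into the spread, which lowers their counts. The share argues against chance but does not exclude it. In *w* m4*; Su(var)3-9*01/+, 2 of 35 splits gave as many changed probes, and chance cannot be excluded either. The other split follows the dye orientation and gave 1728 probes, while the real split gave 7 with dye as a covariate and 6 with slide as a block.

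Genes with changed HP1 numbered, in *w* m4e, 8 with the plain ratio, 12 with median centring, 14 with centring on the X chromosome and 13 with the filter. In *w* m51b they numbered 7, 11 with median centring, 13 with normexp and 12 with the filter. In *w* m4*; Su(var)3-9*01/+ they numbered 6 with the plain ratio, 3 with Agilent's signals, 9 with loess, 2 with normexp, 3 with median centring, 5 with centring on the X chromosome, 6 with the filter, 8 with dye as a covariate and 3 to 16 without single arrays. They numbered 7, 3 and 8 without *w* m4*; Su(var)3-9*01/+ replicates 1, 2 and 3, and 4, 5 and 9 without *w* m4*;+/TM3* replicates 1, 2 and 3. Of its 16 genes with the largest decrease, 5 to 12 lay in X_Syx4-CG3603_ without single arrays, 5 without *w* m4*; Su(var)3-9*01/+ replicate 4 and 12 without *w* m4*;+/TM3* replicate 3. With the *mini-white* probes kept in, the HP1 difference on *white* was 0.60 in *w* m4e and 0.33 in *w* m51b and no longer past the threshold (adjusted p = 0.329 and 0.538 in limma). Extents towards *Syx4* were 0 kb with the plain ratio in both lines. Towards *CG3603*, that of *w* m51b was 29.9 kb with 2 kb windows, 28.9 kb when stopped at the first window that is not raised, and 0 kb with the plain ratio. With slide as a block, chosen after seeing the data, it was 48.9 kb, and with dye as a covariate 233.9 kb. That of *w* m4e and both extents towards *Syx4* were unchanged by these 2 settings.

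For the Dam-only channel, plain signals gave -0.25 in *w* m4e and -0.31 in *w* m51b (exact p = 0.057), and slide or dye in the test left -0.35 and -0.45 with an exact p of 0.125 or 0.056. Over the settings that keep all arrays, the largest differences were -0.55 in *w* m4e and -0.71 in *w* m51b. Without single arrays the range was -0.41 to -0.29 and -0.51 to -0.39. In *w* m4e the exact p was 0.057 without its replicate 1 (-0.36), 2 (-0.38) or 4 (-0.36) and 0.086 without replicate 3 (-0.32), and in *w* m51b it was 0.057 without *Oregon-R-S* replicate 1 (-0.41) or 2 (-0.39) and without *w* m51b replicate 3 (-0.40). The Dam-HP1 difference reached an exact p of 0.029 with Agilent's signals in *w* m51b (0.51), where that of *w* m4e was 0.69 with an exact p of 0.086, and in *w* m4e without its replicate 3 (0.43), within a range of 0.26 to 0.43. The promoter difference in *w* m51b ranged from -0.73 to -0.54 without single arrays, with an exact p of 0.057 without *Oregon-R-S* replicate 1 (-0.65), 2 (-0.59), 3 (-0.65) or 4 (-0.64).

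Oligonucleotides with changed expression numbered 697 in *w* m4e with the spread of the set alone, 813 minus the self-self set and 406 (without 1-3), 475 (2-4), 1947 (1-4) and 2038 (2-3) without 1 replicate, the numbers being those of its arrays, where the lone remaining replicate is assumed to vary like the other sets. In *w* m51b they numbered 401 minus the self-self set and 262, 164, 3067 and 3798 without 1-3, 2-4, 1-4 and 2-3. In cross A they numbered 0 in limma with the spread of the set alone, where 1932 had an unadjusted p under 0.05, 10 minus the self-self set and 11, 133, 3016 and 2970 without these replicates. In cross B they numbered 528 with the spread of the set alone, 87 minus the self-self set and 2, 10, 1097 and 1148 without them. For *white*, the authors' log2 ratios gave -2.11 in *w* m4e, 1.56 in cross A and 1.28 in cross B. In *w* m51b, M ranged from -0.48 to 0.12 without 1 replicate, and was -0.31 without replicate 1-4, with an adjusted p of 0.00189 in limma, against 0.469 to 0.810 over the settings that keep both replicates. In cross A, the spread of the set alone left M at 1.74 with an adjusted p of 0.155 in limma, in a range from 0.000139 to 0.155 over the settings that keep both replicates. In cross B, M ranged from 1.30 to 1.36 without 1 replicate, with an adjusted p in limma of 0.0644 without 1-3 (1.31) and 0.0503 without 2-4 (1.35), and of 0.000323 to 0.0117 over the settings that keep both replicates. The correlation between the crosses was 0.63 with A above 7, which leaves out weak oligonucleotides.

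No blocked test was run for expression, as every slide held 1 array, and the authors' log2 ratios give no counts. Scaling between arrays leaves the ratios of a set identical and so tests nothing, and the spread of the set alone and the filter on A leave M of a gene unchanged and bear on its p alone. Signal over background may limit the calls of probes, of which 64.8% were above background on the weakest array. It may also limit those of expression, since on the weakest array 25.8% of the spots exceeded their background 2-fold. This was not tested directly. The filter on signal lowered the count of changed probes from 440 to 174 in *w* m4e and from 557 to 192 in *w* m51b. It raised the count from 12 to 32 in *w* m4*; Su(var)3-9*01/+.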

Differences from the paper's values

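Values that differ are given with the alternatives set before the data were examined. A log2 ratio or correlation is counted as differing when its sign is not the paper's or when the gap exceeds the SD between replicates, which for M is that of the 4 arrays, and an extent when 1 value is more than 1.5 times the other. An extent here ended at the first pair of consecutive windows not raised at the threshold. The paper states no rule for its borders, so the measures are unlike, and the one here depends on the test's sensitivity. Beyond the first 50 kb from the break towards *CG3603*, the mean difference of *w* m4e from *Oregon-R-S* was still 0.63. By the rule here, the extent of raised HP1 towards *CG3603* in *w* m4e was 52.7 kb, against the paper's 175 kb. It did not differ with 10 kb windows (197.7 kb), without *Oregon-R-S* replicate 4 and without *w* m4e replicate 3 (192.7 kb each), and differed under the other 9 alternatives. With slide as a block or dye as a covariate, both chosen after seeing the values, it stayed at 52.7 kb. In *w* m51b, 193.9 kb does not differ from the paper's 175 kb, but the extent differed under 10 of the 12 alternatives. It also differed with slide as a block (48.9 kb) and did not with dye as a covariate (233.9 kb), both chosen after seeing the values.

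Of the 16 genes with the largest loss of HP1, 1 had changed expression in cross A, against the paper's 2. The count was 2 with normexp at an offset of 16 and with oligonucleotides of A above 7, and differed under the other 9 alternatives. *CG14419*, which the paper calls, had an adjusted p of 0.0571 and 0.0565 in these settings in limma. It passed the threshold when adjusted over the list alone, and without the replicate of arrays 1 and 4 (adjusted p = 0.00071 in limma) or that of arrays 2 and 3 (adjusted p = 0.000929 in limma), among adjusted p from 0.0565 to 0.259 under the settings that keep all replicates. The correlation of HP1 and expression changes had a Spearman rho of -0.0043, against the paper's -0.08, and differed under all 3 alternatives.

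For *white* in *w* m4e, M was -2.18 against the paper's -2.11. The paper's value was within the error without background correction (-2.11), minus the self-self set (-2.15), without replicate 1-3 (-2.16) and with the authors' log2 ratios (-2.11), and not under the other 8 alternatives. In cross A, M of *white* was 1.74 against the paper's 1.56, and did not differ without background correction (1.58), with global loess (1.72), minus the self-self set (1.64), without replicates 1-3 (1.63) and 1-4 (1.72) and with the authors' log2 ratios (1.56), but did under the other 6. In cross B, it was 1.33 against the paper's 1.28, and did not differ without background correction (1.28), minus the self-self set (1.28), without replicates 1-3 (1.31) and 2-3 (1.30) and with the authors' log2 ratios (1.28), but did under the other 7.

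Of 44 expression values of Table 1 for 22 genes, 6 differed by this rule, the other 5 of which are small. In 3 of these, *CG14418*, *CG3526* and *CG14423* in *w* m4e, the sign alone differs, and the gap lies within the SD of 0.313, 0.181 and 0.116. For *CG14417* and *CG14423* in *w* m51b the gap exceeds the SD of 0.0666 and 0.0692. For *CG14418* in *w* m4e, M was -0.0194 against the paper's 0.01, and did not differ with the authors' log2 ratios alone. For *CG3526* in *w* m4e, it was 0.0151 against the paper's -0.02, and did not differ without background correction (-0.01), without replicates 1-3 (-0.03) and 2-3 (-0.00041) and with the authors' log2 ratios. For *CG14423* in *w* m4e, it was -0.0031 against the paper's 0.01, and did not differ minus the self-self set (0.10), without replicates 2-4 (0.04) and 1-4 (0.05) and with the authors' log2 ratios. For *CG14417* in *w* m51b, it was -0.0348 against the paper's 0.05, and did not differ without background correction (0.05), without replicate 1-3 (0.01) and with the authors' log2 ratios. For *CG14423* in *w* m51b, it was -0.0702 against the paper's 0.00, and did not differ without background correction (0.01), minus the self-self set (0.03), without replicates 2-4 (-0.04) and 2-3 (-0.02) and with the authors' log2 ratios. These values differed under the other alternatives.

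The paper places the loss of Dam-only methylation in promoters and not in transcription units. Here the signal in transcription units fell by 0.44 in *w* m4e and by 0.41 in *w* m51b.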

Other observations

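The tests in this part were chosen before the results were seen, apart from that on effects limited to genes of chromosome 3, which was chosen only after the result was seen.

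In *w* m4*; Su(var)3-9*01/+, the Dam-only signal in X_Syx4-CG3603_ relative to the rest of the X chromosome was higher than in *w* m4*;+/TM3* by 0.15 (exact two-sided permutation test, p = 0.029, adjusted p = 0.057), and the Dam-HP1 signal differed by -0.13 (exact p = 0.086, adjusted p = 0.103). The XHet probes differed from *Oregon-R-S* by 0.18 in *w* m4e (exact p = 0.171, adjusted p = 0.367) and by 0.13 in *w* m51b (exact p = 0.429, adjusted p = 0.584), and between *w* m4*; Su(var)3-9*01/+ and *w* m4*;+/TM3* by -0.05 (exact p = 0.571, adjusted p = 0.714). Between *w* m4e and *w* m51b, 456 oligonucleotides differed in expression in limma.

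Sequence differences between the strains that weaken hybridization would lower both channels in X_Syx4-CG3603_. The channels moved apart, Dam-HP1 by 0.268 and Dam-only by -0.404 on average over the lines, which argues against this explanation of the raised ratio. Against GC content of the probes as the source, the difference was 0.648 relative to probes of the rest of the X chromosome with the same GC content, and 0.672 relative to all of its probes. The Dam-only signal was lower in 8 of 8 comparisons within the 4 slides, where the lines share the *Oregon-R-S* array of the slide, which argues against differences between slides. A narrower scale of the ratios on the arrays of the mutant would have lowered *chr 4* by 0.559, but *chr 4* differed by 0.0097 with a spread of 0.19. An effect of the chromosomal inversions and of *Su(var)3-9* stays open as the biological explanation, as a hypothesis.

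*White* was repressed in *w* m4e and not in *w* m51b. Less HP1 on *white* in *w* m51b than in *w* m4e is a candidate explanation, since the ratio differed by 0.487 (exact two-sided permutation test, p = 0.029). The ratio on *white* was 1.63 in *w* m4*;+/TM3* and 1.56 in *w* m51b, although the paper describes the eyes of *w* m4 males as nearly white. Those arrays were normalized separately, so these levels cannot be compared directly, and the explanation stays open. Other differences between the lines, such as the position of the break, were not tested.

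Of the changed oligonucleotides with a known chromosome in cross A, 72.7% belong to chromosome 3, against 44.7% of all, and in cross B 69.3% (Fisher's exact test, two-sided, p = 3.81e-20 and 1.11e-09). The different chromosomes 3 of mutant and control males may therefore explain a part of the changes. In *w* m4e the share was 46.1% (Fisher's exact p = 0.316) and in *w* m51b 49.9% (Fisher's exact p = 0.00229). Array effects shared by the crosses would correlate their self-self sets, whose Spearman rho was 0.115. Over genes of the other chromosomes rho was 0.485, against 0.610 on chromosome 3, which argues against effects limited to genes of chromosome 3. How much the shared chromosomes 3 contribute cannot be told apart from the loss of *Su(var)3-9*, since both differ between the same males. Genes are not independent replicates.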
